# CircCDYL Association With hnRNPL Modulates *CDYL* Isoform Switching in Breast Cancer Cells

**DOI:** 10.1111/cas.70152

**Published:** 2025-07-23

**Authors:** Serena Bernardi, Giorgia Risso, Lorenzo Franchitti, Alessandro Camandona, Jean‐Marie Robbin, Isabella Tarulli, Giulio Ferrero, Lucia Coscujuela Tarrero, Valentina Miano, Michele De Bortoli, Ymera Pignochino, Santina Cutrupi

**Keywords:** alternative splicing, breast cancer, chromatin remodeling, circCDYL, hnRNPL, isoform switching

## Abstract

Circular RNAs (circRNAs) are covalently closed back‐splicing products involved in the regulation of different cellular processes, and their dysregulation has been frequently observed in cancer cells. CircCDYL, a circRNA derived from the back‐splicing of *CDYL* exon 4, has an emerging role in breast cancer (BC) biology. In this study, we investigated the role of circCDYL in modulating alternative splicing (AS) and isoform switching in MCF‐7 bc cells. The circRNA profiling in MCF‐7 showed circCDYL as the most abundant circRNA, with an expression increasing upon Estrogen Receptor α (ERα) silencing. RNA‐Sequencing analysis of circCDYL knock‐down cells revealed significant alterations in the splicing pattern, with over 2900 AS events significantly affected. Through RNA immunoprecipitation and RNA pull‐down assays, we found evidence of an association between circCDYL and the splicing factor hnRNPL. To explore the consequences of this association, we compared the RNA‐Sequencing of hnRNPL‐silenced cells, unraveling 96 overlapping AS events accompanied by a switching usage of 223 isoforms, including those of *CDYL*. The self‐loop regulation of circCDYL on its host gene was confirmed by isoform‐specific qRT‐PCR, observing that it was primarily dependent on an alternative promoter usage, rather than an AS regulation. Accordingly, epigenetic changes at *CDYL* alternative promoters were confirmed in circCDYL and hnRNPL knockdown cells. The confirmation of a chromatin occupancy of hnRNPL and ERα at *CDYL‐*regulated promoters supported the role of these proteins in CDYL regulation. Our results support a synergic activity of circCDYL and hnRNPL in the regulation of AS and promoter usage in BC cells.

**Abbreviations**
adj. *p*
: adjusted *p*‐value
AS: alternative splicing
BC: breast cancer
CDYL: chromodomain Y Like
ChIP: chromatin immunoprecipitation
circRNA: circular RNA
DE: Differentially Expressed
ERα: estrogen receptor alpha
hnRNPL: heterogeneous nuclear ribonucleoprotein L
miRNA: microRNA
qRT‐PCR: quantitative real‐time PCR
RBP: RNA‐binding protein
RIP: RNA‐Immunoprecipitation
RNA‐Seq: RNA‐sequencing

## 1 Introduction

Circular RNAs (circRNAs) have gained increasing interest since their peculiar structure provides putative post‐transcriptional regulatory functions, endonuclease resistance, and extracellular stability [1]. CircRNA functions are exerted through mechanisms, including interactions with microRNAs (miRNAs) and RNA‐binding proteins (RBPs), whose dysregulation has been implicated in cancer cell proliferation, migration, and invasion [2, 3]. CircCDYL, a circRNA derived from the back‐splicing (BS) of *CDYL* exon 4, has emerged as a circRNA significantly involved in breast cancer (BC) biology [4] and is one of the most abundant circRNAs in luminal BC [5, 6]. CircCDYL levels in serum or tumor tissues have been reported to correlate with poor patient survival and clinical response to therapies [5], and in the MDA‐MB‐231 BC cells, circCDYL was reported to interact with miR‐1275, a BC‐upregulated miRNA regulating the autophagy initiation and autophagosome formation [5].

Our study delves into the regulatory landscape of circCDYL and its host gene, *CDYL*, a gene coding for the Chromodomain Y Like protein, a pivotal Crotonyl‐CoA Hydratase (CoAP) involved in spermatogenesis [7], which has been reported to be implicated in carcinogenesis, chemoresistance, and tumor invasiveness [5]. The upregulation of *CDYL* has also been reported in metastatic BC cells, emphasizing its role in disease progression [8].

Alternative splicing (AS) is a crucial post‐transcriptional process expanding the cellular transcriptome and proteome diversity and playing a pivotal role in most cellular functions [9]. AS dysregulation has emerged as a cancer hallmark, impacting both coding and non‐coding RNAs [10]. Among the AS regulators with altered activity in cancer cells, heterogeneous nuclear ribonucleoprotein L (hnRNPL) has been largely described, initially as a splicing factor [11], then, more recently, as a regulator of RNA transcription and stability [12]. It has been reported to be associated with chromatin remodelers like SET Domain Containing 2, Histone Lysine Methyltransferase (SETD2), and DNA (cytosine‐5)‐methyltransferase 3A (DNMT3) [13, 14] or with RNA Polymerase II. HnRNPL interacts with SETD2 through its RRM2 recognition motif, coupling transcription and AS regulation [13]. HnRNPL can form regulatory complexes with non‐coding RNAs, including the long non‐coding RNA DSCAM‐AS1, which is overexpressed in luminal BC cells [15, 16]. Our group reported that the DSCAM‐AS1 interaction with hnRNPL may be relevant for the regulation of isoform switching and AS events of genes involved in cell cycle progression, cell growth, and apoptosis [17]. HnRNPL has also been shown to be involved in circRNA biogenesis by binding to flanking intronic regions of circularizing exons [18], and its direct interaction with specific circRNAs has been reported [19].

This study aimed to elucidate the interplay between circCDYL and hnRNPL, in the context of AS regulation and *CDYL* isoform selection. Initially, we analyzed circRNA expression in MCF‐7 maintained in different growth conditions, finding that circCDYL was upregulated upon ERα silencing, and highlighting a possible interplay between circRNA‐mediated regulation and ERα signaling. AS analysis on circCDYL‐silenced cells showed 2904 significantly modulated AS events. We validated the interaction between circCDYL and hnRNPL, and the silencing of the RBP resulted in alternative *CDYL* RNA isoform selection. This regulation was mostly due to chromatin remodeling, suggesting a potential role for the circCDYL‐hnRNPL axis in the epigenetic and transcriptional modulation of its host gene.

## 2 Materials and Methods

A detailed description of the methods is provided in Data S1.

### 2.1 Cell Culture

MCF‐7 cells were cultured in Dulbecco's Modified Eagle Medium (DMEM, Sigma) supplemented with 10% Fetal Bovine Serum (Euroclone) and 1% L‐Glutamine 100 × 200 mM (Euroclone).

### 2.2 Small Interfering RNA (siRNA) Transient Transfection

MCF‐7 cells were transiently transfected in OPTIMEM medium (Thermo Fisher Scientific, 31985062) with siRNA 20 nM, exploiting the Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific, 13778150). Cells were treated with 10 μL of Lipofectamine and 10.5 μL of the corresponding siRNAs for a proper transfection. Four experimental conditions were tested: control siRNA (siCTL), circRNA silencing (sicircCDYL), hnRNPL silencing (sihnRNPL), and circCDYL‐hnRNPL double silencing (siDouble). To achieve a significant siRNA‐mediated silencing, the experiments were performed after 24h for sihnRNPL or 48h for sicircCDYL and siCTL. SiRNA sequences are reported in Table 1.

**TABLE 1:** Sequences of used siRNAs.

Condition	siRNA sequence
siCTL	5′‐TCCGGATAATCCTAGGAATTACA‐3′
sicircCDYL	5′‐CGGGAAAGGTTGAAAGGATTT‐3′
sihnRNPL	5′‐ATCTTAGATTGATCCAAGCCA‐3′

### 2.3 RNA Isolation and Quantification

RNA extraction was performed following the TRIzol Reagent protocol (Thermo Fisher Scientific) and quantified using the NanoDrop system. Retrotranscription was performed following the protocol SuperScript IV VILO Master Mix (Invitrogen).

### 2.4 Quantitative Real‐Time PCR (qRT‐PCR)

qRT‐PCR analysis was performed using SYBR‐green (iTaq Universal SYBR Green, BioRad, 1725124). Primers (Invitrogen) used for *GUSB* (for normalization), circCDYL, hnRNPL, and *CDYL* isoforms are reported in Table 2. The primers for *CDYL* alternative promoters were designed considering a region 100 bp upstream of the Transcription Start Sites (TSSs).

**TABLE 2:** Sequences of the used primers.

Target	Forward primer	Reverse primer
circCDYL	5′‐AACCACTAGTGCCTCAGGTG‐3′	5′‐TGTCGTCCTCGCTGTCATAG‐3′
hnRNPL	5′‐GGTGGAAGCAGACCTTGTGG‐3′	5′‐GCCCCCAACACATCTTCAAAC‐3′
CDYL‐202	5′‐CCCGCTTCTGGAGTGGACATTG‐3′	5′‐CTCCCAAGTGTCGTCCTCGC‐3′
CDYL‐203	5′‐CGAGCAGCTGTACGAGGTTG‐3′	5′‐GTCCTCCGTGTCATAGCCTT‐3′
CDYL‐204	5′‐GAGATGGCAAGAGGCTGTGAT‐3′	5′‐TGCTCCCGTTGTTGTAGGC‐3′
CDYL‐205	5′‐TCAGCCACAAATGCTACCCA‐3′	5′‐AGCCTTTCCACCGAACCAAAA‐3′
CDYL‐201	5′‐ATCTCGGGGAACTAAGCAGGT‐3′	5′‐GTTGGGCCCTCGTATTGC‐3′
GUSB	5′‐GATCCACCTCTGATGTTCACTG‐3′	5′‐TCAAGTAAACAGGCTGTTTTCCA‐3′
*CDYL* ERɑ binding site	5′‐CATCTGTTCCCCTCATCACC‐3′	5′‐GGGAAGGGAGGTTACAGAACA‐3′
CDYL‐202 promoter	5′‐TGAGACGGAGTCTTGCACTG‐3′	5′‐AAAATTAGCTGGGCATGGTG‐3′
CDYL‐203 promoter	5′‐AGGGCCTGTCGTGTAGTCC‐3′	5′‐AGGCCTCTGGGTTCCTCTC‐3′
CDYL‐204 promoter	5′‐TCGAAATGGGGAAACTGACT‐3′	5′‐TTCAGATGTTAGGGGCCTTG‐3′
CDYL‐205 promoter	5′‐AGCTGCAGGTCTGTTGGAGT‐3′	5′‐CCGGGTACTCCTCTGAGACA‐3′
CDYL‐201 promoter	5′‐ATTTGTTGCGATACCCTTGG‐3′	5′‐TGGTTTGCTCATCAGTCAGG‐3′

### 2.5 RNA Pull‐Down

RNA Pull‐down was performed on the total lysate of 2 × 10^7^ cells crosslinked in 1% formaldehyde (Sigma). Cells were lysed using RIPA buffer and incubated with a circCDYL biotin‐labeled probe (Eurofins) or a control probe (Eurofins, 3‐7872‐4/5) for 4 h at 23°C in rotation. The biotin‐labeled DNA circCDYL probe was designed on the BS junction as suggested in [20]. After the incubation, 50 μL of washed beads were added to the samples and incubated overnight at 23°C in rotation. Beads were washed with Wash Buffers at increasing restriction, from low‐salt to high‐salt concentration. De‐crosslinking was performed at 95°C for 1 h with 15% formamide (Thermo Scientific). The supernatant was collected and protein extracted with Laemmli 1× (Bio‐Rad) at 95°C for 5′. Target proteins were detected with a Western blot. The used antibodies are reported in Table 3.

**TABLE 3:** Used antibodies.

Antibody	Source	Identifier
Anti‐hnRNPL	Santa Cruz	sc‐32317
Anti‐ERɑ	Abcam	AB32063
Normal Rabbit IgG	Sigma	12‐370
Anti‐H3K4me3	Abcam	AB8580
Anti‐H3k27me3	Abcam	AB192985
Anti‐H3k27ac	Abcam	AB4729

### 2.6 RNA Immunoprecipitation (RIP)

RIP was performed on total cell lysate from 2 × 10^7^ cells crosslinked with 0.3% formaldehyde. Cells were lysed with RIPA buffer and incubated with 5 μg control Rabbit IgG antibody or 5 μg anti‐hnRNPL antibodies overnight at 4°C in rotation. Then, 60 μL of antibody‐conjugated Protein A Dynabeads (Invitrogen) were added to the samples and incubated for 2 h at 4°C in rotation. The beads were washed with Wash Buffers at increasing restriction and then resuspended in a mix containing Proteinase K (Thermo Fisher) and 1% SDS. After 20′ at 55°C, the supernatant containing RNAs was collected. RNA extraction and retrotranscription were performed, and target gene levels were assessed by qRT‐PCR.

### 2.7 Chromatin Immunoprecipitation Followed by Quantitative PCR (ChIP‐qPCR)

Briefly, 6 × 10^6^ MCF‐7 cells were fixed with 1% formaldehyde. Pellets were resuspended in 500 μL of Lysis Buffer 1 and centrifuged to separate the cytosolic from the nuclear fraction. Then, nuclei were resuspended in 200 μL of Lysis Buffer 2. Chromatin was fragmented by sonication using Bioruptor Pico (7 cycles: 30″ on, 30″ off) at 0°C, and the obtained fragments were incubated with 5 μg of antibodies against specific histone modifications (Table 2). Control Rabbit IgG antibody was added and all the samples were incubated overnight at 4°C in rotation. Then, 50 μL of antibody‐conjugated Protein A Dynabeads (Invitrogen) were added to the samples and incubated for 2 h at 4°C in rotation. Beads were washed with Wash Buffers at increasing restriction. DNA extraction was performed using Chelex 100 Resin 10% (Bio‐Rad 1421253). The chromatin was recovered by adding 100 μL of water, centrifuged at 13,000 rpm for 5′ and analyzed by qPCR.

### 2.8 RNA‐Seq Library Preparation and Sequencing

After RNA extraction, RNA concentration was determined using the Qubit RNA BR (broad range) assay (Thermo Fisher Scientific) and the Qubit 3.0 Fluorometer (Thermo Fisher Scientific) kits. RNA fragmentation was assessed by the 2100 Bioanalyzer High Sensitivity RNA assay kit (Agilent Technologies). The total RNA was processed for RNA‐sequencing (RNA‐Seq) analysis with the TruSeq Stranded Total RNA gold (Illumina) following the manufacturer's instructions and sequenced on the NovaSeq6000 (Illumina). Raw reads were quality‐controlled with FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed date 1 January 2021), then, low‐quality bases and adaptor sequences were trimmed using Fqtrim (http://ccb.jhu.edu/software/fqtrim/, accessed date 1 January 2021), retaining reads of 76 bp length. These reads were aligned against the human reference genome (GRCh38.p10) with Gencode v27 annotation using STAR v2.5.1b with quantMode to TranscriptomeSAM setting. Raw and processed RNA‐Seq data were deposited on GEO with the accession number GSE295065.

### 2.9 Bioinformatic and Statistical Analyses

The expression levels in read counts were estimated at both gene and isoform levels by running RSEM v1.3.3 on the alignment files in default parameters as Transcript per Million Fragments Mapped (TPM). The expression at the isoform level was summarized to the gene level using the tximport v1.34.0 Bioconductor package, and the resulting count matrices were provided to the R package DESeq2 v1.38.3 for the differential expression analysis. Those genes characterized by a Benjamini‐Hochberg adjusted *p*‐value (adj. *p*) < 0.05 were considered as differentially expressed (DE).

Isoform switch events and functional consequences were analyzed using the R IsoformSwitchAnalyzeR package [21], considering only significant (adj. *p* < 0.05) switches. Differential AS events were analyzed using rMATS [22], filtering only significant events (adj. *p* < 0.05).

Cytosolic and nuclear MCF‐7 RNA‐Seq data were retrieved from ENCODE (accession codes: ENCSR000CTO and ENCSR000CTU) and visualized using WashU epigenome browser v54.0.6. Long‐reads‐Seq data were retrieved from IGV Genome Browser (PAC‐Bio) [23], SGNex v0.5.1 (Nanopore) [24], and IsoSeq web browser (PAC‐Bio) [25]. Enrichment analysis was performed using the EnrichR (June 8, 2023 update), selecting only the significant GO Biological Processes (*p* < 0.05). The circCDYL sequence was analyzed using RBPmap v1.2. Only RBP binding motif matches associated with a *p* < 0.05 were considered. Analysis of *CDYL* gene expression in a total RNA‐Seq experiment of siER‐treated MCF‐7 and controls was performed by analyzing the data deposited in GEO (GEO identifier: GSE108693) using GEO2R.

Statistical analysis was performed using R v4.2.2. Statistical significance for continuous variables was evaluated using the Wilcoxon Rank‐Sum test and the *t*‐test, according to the experiment design. All tests associated with a *p* < 0.05 were considered significant.

## 3 Results

### 3.1 CircCDYL Levels Are Negatively Correlated With the ERα Expression in Breast Cancer Cells

To explore the circRNA expression in MCF‐7 cells, a previously published comprehensive circRNA profiling was explored [6], considering cells maintained in four growth conditions: treated with 17β‐estradiol (E2), maintained in complete medium (full medium, FM), in hormone‐deprived medium (HD), and transfected with ERα‐targeting siRNA (siER). This analysis showed circCDYL (hsa‐CDYL_0005) as the most expressed circRNA (Table S1A) and, notably, the circCDYL levels significantly increased in the siERα condition (*p* < 0.05) with respect to the other conditions (Figure 1A,B and Table S1B).

**FIGURE 1:**
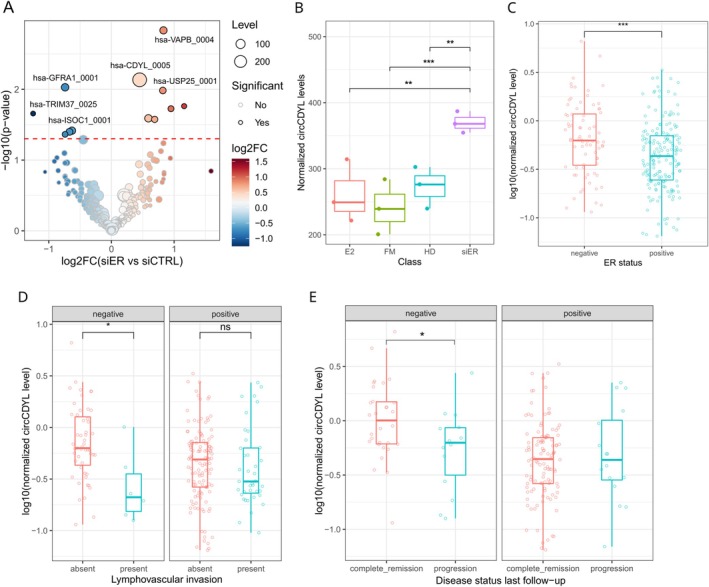
CircCDYL is upregulated in ERα‐silenced cells. (A) Volcano plot showing the result of a circRNA differentiation expression analysis between control siRNA (siCTR) and ERα‐targeting siRNA‐treated MCF‐7 (siER) from [6]. (B) Boxplot of circCDYL levels in MCF‐7 in four grown conditions: E2, 6 h of E2 treatment; FM, maintained in a complete medium; HD, in hormone‐deprived medium; siER, transfected with ERα‐targeting siRNA. (C–E). Boxplot of circCDYL levels in ERα‐positive and ERα‐negative tumors from public data (C) [26], in tumors stratified by lymphovascular invasion status (D), and for disease outcome at follow‐up (E). *p*‐value by Wilcoxon Rank‐Sum test (*p < 0.05, **p < 0.01, ***p < 0.001).

The circCDYL levels were also explored in 50 bc samples from the work of Smid and colleagues [26], and the analysis showed a significantly higher circCDYL expression in ERα‐negative compared to ERα‐positive tumors (Figure 1C and Table S1C). The analysis was also performed considering the other available clinical data, observing a significant increase in circCDYL levels in ERα‐negative non‐invasive BC and in samples from patients with a complete tumor remission (Figure 1D,E and Table S1D).

### 3.2 CircCDYL Silencing Extensively Affects the MCF‐7 Splicing Pattern

To evaluate possible circCDYL transcriptional and post‐transcriptional activity, we performed total RNA‐Seq of MCF‐7 cells transfected with control siRNA or with a siRNA targeting the circCDYL BS junction. 

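Total RNA was sequenced from MCF-7 cells, an estrogen receptor-positive human breast cancer line, 48 h after transfection with 20 nM of a control siRNA (siCTL) or of the siRNA against the circCDYL junction (sicircCDYL). Each group holds 3 libraries, which carry the numbers 3, 4 and 7 in the deposited table. The authors prepared stranded total RNA libraries, aligned the reads to GRCh38 with STAR and estimated the level of each gene with RSEM as TPM, a length-scaled share of the transcripts of a library. The TPM of 59586 genes were used here. TPM keep no read counts, so the sequencing depth is unknown and no counting error is given. Between 13177 and 14777 genes had a TPM above 1 in the siCTL libraries, against 13453 to 15344 in the sicircCDYL libraries. The abundant structured RNAs RN7SL1, RN7SL2, RN7SK, RPPH1 and RMRP together took 48.2 to 58.5% of the TPM in siCTL and 47.2 to 56.3% in sicircCDYL. One library of each group stood apart, since siCTL 4 had 36304 and sicircCDYL 3 had 35306 genes above 0, against 27782 to 31701 in the other 4. For the tests, the TPM were scaled between libraries by the median of ratios, 0.5 was added, and the log2 values of the 14251 genes with a median TPM above 1 in at least one group were fitted with limma. Fold changes on this scale understate the changes of genes with a low TPM. On simulated data with the spread of these libraries, the fit called 47.4% of the genes changed by 1 log2 unit and 89.9% of those changed by 2, over 13770 genes. The labels give the libraries as separate samples without naming separate cultures, so the p-values measure the spread between these samples, which may be technical. The gene-level value of CDYL, the host gene, does not part the linear transcripts from the circle. It was 25.9, 29.2 and 19.5 TPM in siCTL and 21.6, 15.1 and 9.67 TPM in sicircCDYL, a log2 fold change of -0.77 (SE 0.19, adjusted p = 0.845 from limma), with p = 0.2 from a two-sided exact permutation test whose smallest p is 0.1.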

Differential expression (DE) analysis showed limited effects of circCDYL silencing on gene expression, with only 32 genes significantly DE (adj. *p* < 0.05), of which four were upregulated and 28 downregulated (Figure 2A and Table S2A). 

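In cells silenced for circCDYL, 5 of the 14251 genes tested fell and 0 rose at an adjusted p under 0.05 from limma. CAPZA1, a subunit of the actin capping protein, fell from 85.7 ± 21.3 to 32.3 ± 8.95 TPM (SD, n = 3 each), a log2 fold change of -1.45 (SE 0.14, adjusted p = 0.0398 from limma). OSTM1, a lysosomal membrane protein, fell from 23.0 ± 4.40 to 10.1 ± 0.567 TPM, and MTHFD2, a mitochondrial enzyme of the folate cycle, fell from 118.0 ± 18.6 to 56.9 ± 13.6 TPM. Their log2 fold changes were -1.17 (SE 0.11) and -1.11 (SE 0.10), both with an adjusted p of 0.0398 from limma. SNORA17B, a small nucleolar RNA, had 42.6, 49.2 and 18.3 TPM in the siCTL libraries and was listed at 0 in every sicircCDYL library (adjusted p = 0.00149 from limma), while a second gene entry of the same symbol had 42.2 ± 28.8 and 101.0 ± 53.3 TPM (SD, n = 3 each). The fifth called gene was RNY4P34, a Y RNA pseudogene named after its values were seen, with 3.67, 2.60 and 3.21 TPM in siCTL and listed at 0 in sicircCDYL. Of the 32 genes the paper calls in this comparison, 30 were found in Table S2B, in the text and as labels in Figs. 2A and 3F, since Table S2A was held here as its first 1997 of 15582 rows, and 28 of the 30 had enough expression to be tested. All 28 had the sign the paper gives, 26 lower and 2 higher, and 3 of them (CAPZA1, OSTM1 and MTHFD2) passed the threshold. These 3 calls were not stable: 0 of the paper's genes passed with TPM as deposited or with quantile normalization. The same held without any one siCTL library and without sicircCDYL 7. The list is incomplete and the study chose it on these samples, so the signs are not independent evidence of the direction, and no test of the list was made. The 26 lower genes had a median log2 fold change of -0.82, from -1.45 to -0.57, and 24 of them lay below every siCTL library in every sicircCDYL library. Among those short of the threshold, LSM5, an Sm-like protein of the spliceosome, had a log2 fold change of -0.82 (SE 0.09, adjusted p = 0.0524 from limma), NDUFB2, a subunit of respiratory complex I, had -0.96 (SE 0.11, adjusted p = 0.0693), and TXNRD1, a thioredoxin reductase, had -1.26 (SE 0.19, adjusted p = 0.157). On the higher side, TMEM65 had a log2 fold change of 0.46 (SE 0.13, adjusted p = 1 from limma), and SCARNA2, a small Cajal body RNA, was listed at 0 in siCTL and had 323.6, 0 and 323.3 TPM in sicircCDYL. Of 36 gene lists fixed before the data were examined, 34 had enough members to test, and 10 of them were lower and 0 higher by camera, while none of the 34 was called with an estimated correlation (lowest adjusted p = 0.0931) or by fry. Splits of these libraries that mix sicircCDYL with siCTL called up to 17 lists by camera, so the camera calls do not stand out from other groupings. Lists higher by camera were 5, 0 and 2 without siCTL 3, 4 and 7, 3, 1 and 2 without sicircCDYL 3, 4 and 7, and 2 with the library number as a block, and the lower ones were 6 without siCTL 7. SR proteins and other splicing regulators were among the 10, with 0 of 35 tested members called, 31 of them below 0 and a median log2 fold change of -0.09 (adjusted p = 1.91e-05 from camera, adjusted p = 0.0931 with an estimated correlation). The hnRNP family without HNRNPL had 0 of 29 members called, 24 of them below 0 and a median of -0.11 (adjusted p = 1.32e-04 from camera, adjusted p = 0.177 with an estimated correlation). The list of actin capping and ezrin-radixin-moesin proteins had 1 of 20 members called, CAPZA1, and 4 lower when adjusted over the list alone (adjusted p = 2.89e-06 from camera, adjusted p = 0.0931 with an estimated correlation), and it holds CAPZA1 and RDX, which the study picked from these libraries. At an unadjusted p under 0.05, 192 genes were higher and 340 lower, together fewer than chance gives at that threshold. Of the genes tested, 3.90% had all 3 sicircCDYL libraries to one side of all 3 siCTL libraries (358 higher and 198 lower), where chance gives 10%. The count of called genes was 28 when the spread was estimated from all 12 libraries of both experiments, 1 without any one siCTL library or sicircCDYL 7, 3 without sicircCDYL 3 or sicircCDYL 4, and 1 without both sicircCDYL 3 and siCTL 4. From the small number of DE genes, the paper describes the effect of the silencing on gene levels as limited (Fig. 2A) and turns to alternative splicing.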

Functional analysis showed that these genes were enriched in pathways related to vitamin metabolism (particularly of folic acid and retinoic acid) and regulation of programmed cell death (Figure 2B and Table S2B). 

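Of 24 tested genes of folate and one-carbon metabolism, 1 fell in sicircCDYL, 0 rose and 23 did not pass the test (limma, 2 lower when adjusted over the list alone). The gene that fell was MTHFD2, whose call was lost with TPM as deposited, with quantile normalization and without any one siCTL library. The second was SLC25A32, the mitochondrial folate carrier, with 35.0 ± 7.94 TPM in siCTL and 21.8 ± 5.26 TPM in sicircCDYL (SD, n = 3 each), a log2 fold change of -0.72 (SE 0.12, adjusted p = 0.236 from limma). The list as a whole was lower by camera, with a median log2 fold change of -0.03 and an adjusted p of 0.0112, which was an adjusted p of 0.177 with an estimated correlation. Without siCTL 3, 4 and 7 the folate median was -0.07, -0.04 and -0.01, and without sicircCDYL 3, 4 and 7 it was 0.000715, -0.05 and -0.08, and the call was lost without siCTL 7 (adjusted p = 0.0909 from camera). Of 17 tested genes of retinoid metabolism, transport and reception, none passed the test (limma, 1 lower when adjusted over the list alone). That member was RDH11, a retinol dehydrogenase, with 34.2 ± 2.48 TPM in siCTL and 18.1 ± 2.80 TPM in sicircCDYL, a log2 fold change of -0.96 (SE 0.11, adjusted p = 0.0604 from limma). RBP1, a cellular retinol-binding protein, had 0.683 ± 0.237 TPM in siCTL and 1.43 ± 0.674 TPM in sicircCDYL (adjusted p = 1 from limma). The median over the retinoid list was 0.06 and its mean 0.01, both above 0, while camera placed it on the lower side with an adjusted p of 0.988 and an adjusted p of 0.996 with an estimated correlation. The retinoid median was 0.11, 0.0070 and -0.02 without siCTL 3, 4 and 7, and -0.02, -0.0057 and 0.14 without sicircCDYL 3, 4 and 7, with no call in any. LRP2, an endocytic receptor that takes up retinol-binding protein, stayed under the expression filter, with 0.04, 0.03 and 0.02 TPM in siCTL and 0.07, 0.12 and 0.15 TPM in sicircCDYL. Of 37 tested genes of apoptosis and necroptosis, none passed the test (limma, 1 lower when adjusted over the list alone, camera adjusted p = 0.181, 0.0360 without siCTL 4, adjusted p = 0.612 with an estimated correlation). PARP1, a DNA repair enzyme cleaved during apoptosis, had 38.9 ± 9.16 TPM in siCTL and 26.2 ± 5.52 TPM in sicircCDYL, a log2 fold change of -0.61 (SE 0.12, adjusted p = 0.425 from limma). CYCS, the cytochrome c gene, had a log2 fold change of -0.32 (SE 0.08, adjusted p = 0.757 from limma). MTHFD2, SLC25A32, RDH11, LRP2 and PARP1 are among the genes the study chose on these samples, so the counts that rest on them are not independent evidence.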

Despite the limited gene‐level effects of circCDYL silencing, AS analysis showed 2904 significant AS events, with a prevalence of exon skipping events (68%) (Figure 2C and Table S2C).

**FIGURE 2:**
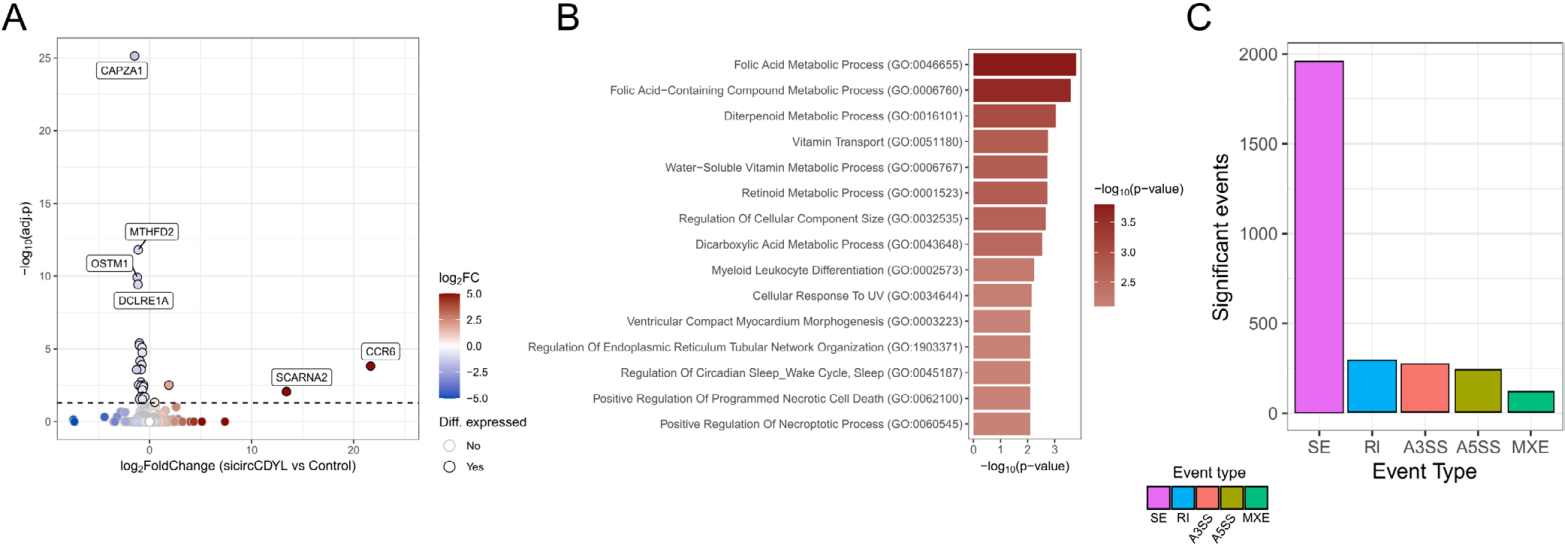
The circCDYL downregulation affects splicing patterns in MCF‐7 cells. (A) Volcano plot of the sicircCDYL differential analysis reporting on the y‐axis the −log10 adj. *p*‐value and the x‐axis the expression log2FC. The black dashed line indicates the adj. *p*‐value threshold of 0.05. The black dot border highlights the DE genes, while the labels identify the most significant up‐ or downregulated genes. (B) Bar plot reporting the top 15 enriched terms retrieved from enrichment analysis of DE genes in circCDYL‐silenced samples. Terms are ordered and colored according to the significance (−log10 *p*‐value). (C) Bar plot reporting the number of significant splicing events upon circCDYL silencing. Bar color reflects the event type (A3SS, alternative 3′ splicing site; A5SS, alternative 5′ splicing site; MXE, mutually exclusive; RI, retained intron; SE, skipped exon).

### 3.3 CircCDYL Associates With hnRNPL

Given the observed circCDYL activity on AS, we investigated whether it was mediated by the interaction of specific RBPs. RBP binding motif analysis of the circCDYL sequence showed enrichment of 105 RBP consensus motifs (*p* < 0.05), including RBM45, hnRNPL, and SRSF9 (Figure 3A and Table S3A). Among them, the most represented RBP family was the hnRNPs, including hnRNPA2B1, whose interaction with circCDYL was characterized in colorectal cancer [27], and hnRNPL, with 40 candidate binding motifs on the circRNA sequence (Figure 3A and Table S3A). Since hnRNPL is involved in AS regulation in BC and it physically interacts with the lncRNA DSCAM‐AS1 [15, 17], we further explored its interaction with circCDYL. Initially, a pull‐down assay using a biotinylated DNA probe on the circCDYL BS junction showed that the circRNA probe pulled down a significantly higher amount of hnRNPL than the control (Figure 3B). Then, the circCDYL‐hnRNPL association was validated by RIP‐qRT‐PCR, showing significant enrichment of immunoprecipitated hnRNPL compared to the control IgG (Figure 3C).

**FIGURE 3:**
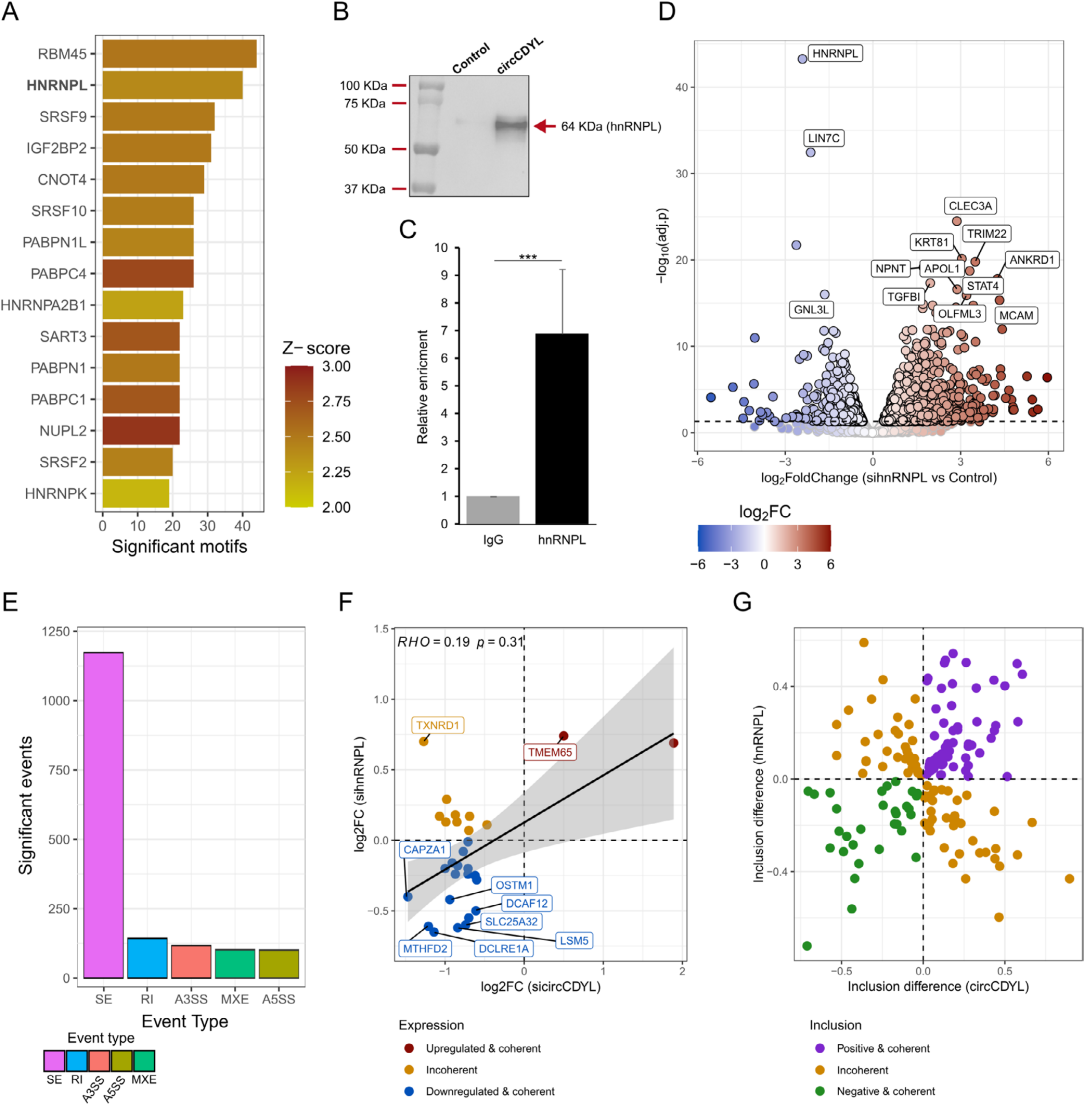
CircCDYL is associated with hnRNPL. (A) Bar plot reporting the top 15 RBPs with a significant predicted motif on the circCDYL sequence. The bar color reflects the *Z*‐score, while the bold characters highlight hnRNPL. (B) Western blot decorated with anti‐hnRNPL Ab depicting the result of the pull‐down against circCDYL. (C) Bar plot reporting the result of RIP‐qRT‐PCR assay against hnRNPL. Error bars report the standard deviation of *n* = 3 replicates (***p < 0.001). (D) Volcano plot of the sihnRNPL differential analysis. The dot color reflects the expression difference between sihnRNL and control (log2FC), while the labels highlight the most significant genes. The black dashed line reports the significance threshold (adj. *p* < 0.05). (E) The bar plot reports the number of significant AS events upon hnRNPL silencing. The bar color reflects the event type. (F) Scatter plot reporting the overlap between sihnRNPL and sicircCDYL DE genes. The dot color reflects the expression pattern among conditions, while Spearman ⍴ defines correlation among common DE genes. (G) Scatter plot reporting the overlap of genes whose splicing was affected by both circCDYL and hnRNPL. The dot color reflects the inclusion event.

Considering this association and the candidate circCDYL activity on AS, we investigated whether hnRNPL participated in this process by analyzing total RNA‐Seq data of cells transfected with control or hnRNPL‐targeting siRNA. 

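The hnRNPL experiment sequenced MCF-7 cells transfected with 20 nM of a control siRNA (siCTL) or of an siRNA against the mRNA of hnRNPL (sihnRNPL), with 3 libraries in each group, numbered 1 to 3. The paper times its siRNA experiments at 24 h after transfection for sihnRNPL and at 48 h for siCTL, without naming the RNA extraction. The sample labels give 48 h for both, so by the paper's times the groups also differ in time. Values were made and tested as for the circCDYL experiment, with the controls of this experiment alone. The depth of these libraries is unknown as well. Between 8892 and 9581 genes had a TPM above 1 in siCTL and between 9375 and 9674 in sihnRNPL. RN7SL1, RN7SL2, RN7SK, RPPH1 and RMRP together took 71.5 to 75.3% of the TPM in siCTL and 73.2 to 75.9% in sihnRNPL, more than in any library of the circCDYL experiment. Libraries of one group correlated with each other at a Spearman rho across genes of at least 0.9715, and with those of the other experiment at 0.758 at most. The filter kept 9817 genes. In simulated data with the spread of these libraries, limma called 82.5% of the genes changed by 1 log2 unit and 96.9% of those changed by 2, over 9542 genes.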

As expected, a more extensive effect on gene transcription was observed with 2572 genes DE (Figure 3D and Table S2A). 

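The siRNA left 20.5% of HNRNPL, which fell from 58.2 ± 9.60 TPM in siCTL to 12.0 ± 2.75 TPM in sihnRNPL (SD, n = 3 each). Of 9817 genes tested, 593 rose and 389 fell at an adjusted p under 0.05 from limma. Genes induced by type I interferon rose, with 38 of 45 tested members higher, 0 lower, 7 short of the threshold (44 higher when adjusted over the list alone) and a median log2 fold change of 1.52. Genes of replication-dependent histones fell, with 18 of 24 lower and 0 higher (24 lower when adjusted over the list alone) and a median of -1.18. The log2 fold change of HNRNPL was -2.25 (SE 0.14, adjusted p = 0.00408 from limma, p = 0.1 from a two-sided exact permutation test, the smallest that 3 against 3 allow). Among the interferon genes, IFIT3, an interferon-induced antiviral protein, rose from 20.7 ± 10.6 to 130.9 ± 45.8 TPM, a log2 fold change of 2.73 (SE 0.52, adjusted p = 0.0261 from limma). ISG20, an RNA exonuclease, rose by a log2 fold change of 2.67 (SE 0.37, adjusted p = 0.0158 from limma), and IRF7, a transcription factor of the interferon response, from 6.09 ± 1.06 to 16.9 ± 1.44 TPM. IFNB1, which encodes interferon beta, rose from 0.483 ± 0.245 to 5.43 ± 4.15 TPM (adjusted p = 0.0357 from limma), and HLA-B, a class I antigen-presenting molecule, from 8.48 ± 6.00 to 54.1 ± 17.9 TPM. The interferon list had an adjusted p of 1.13e-23 from camera and an adjusted p of 0.593 with an estimated correlation. In the same libraries the summed TPM of 15 leukocyte markers was 1.29 to 1.77 in sihnRNPL and 0.28 to 0.53 in siCTL. Most of the sum in sihnRNPL was HLA-DRA, an antigen-presentation gene, at 0.95 to 1.29 TPM against 0.09 to 0.28 TPM in siCTL. LYZ, another of the markers, had 0.01 to 0.03 TPM in sihnRNPL and at most 0.05 TPM in siCTL. H2AC13 fell from 647.1 ± 149 to 227.5 ± 106 TPM and the linker histone gene H1-5 from 623.1 ± 210.0 to 209.8 ± 120.0 TPM, and the histone list had an adjusted p of 1.97e-12 from camera and an adjusted p of 0.593 with an estimated correlation. Of 38 tested genes of proliferation and mitosis, 4 fell (CENPF, AURKA, CCNB1 and CDC25C) and 0 rose (15 lower when adjusted over the list alone), with a median of -0.68. That list had an adjusted p of 8.02e-09 from camera, an adjusted p of 0.593 with an estimated correlation, and 23 members lower with the library number as a block, where CDC25C itself had an adjusted p of 0.0502 from limma. AURKA, a mitotic kinase, fell from 58.8 ± 12.0 to 29.4 ± 13.1 TPM. ESR1, which encodes the estrogen receptor alpha of these cells, fell from 14.4 ± 0.949 to 7.02 ± 2.28 TPM, a log2 fold change of -1.03 (SE 0.17, adjusted p = 0.0206 from limma). Of 29 tested genes of the estrogen response, 8 fell, 1 rose and 20 did not pass (10 lower and 3 higher when adjusted over the list alone, 8 lower and 2 higher with the library number as a block), among those that fell XBP1 at -0.67 and the MYB proto-oncogene at -0.95, and the list as a whole did not pass (adjusted p = 0.0547 from limma's camera, adjusted p = 0.625 with an estimated correlation), although it passed on the lower side without siCTL 2, sihnRNPL 1 or sihnRNPL 2 (camera adjusted p = 0.0154, 0.0272 and 0.0476). Of the genes labelled in Fig. 3D, CLEC3A rose from 1.13 ± 0.569 to 8.47 ± 0.799 TPM, NPNT, an extracellular matrix protein, from 4.94 ± 0.405 to 17.0 ± 2.58 TPM, and TRIM22, an interferon-induced protein, from 0.433 ± 0.163 to 4.94 ± 1.66 TPM. LIN7C, a protein of cell junctions, fell from 2.70 ± 0.429 to 0.637 ± 0.0839 TPM, and GNL3L from 2.71 ± 0.751 to 0.887 ± 0.0451 TPM. At an unadjusted p under 0.05, 1533 genes were higher and 1465 lower, and 26.8% of the genes tested had the 3 sihnRNPL libraries to one side of the 3 siCTL libraries, where chance gives 10%. The fit above leaves out the library numbers, which were taken to pair the samples of this experiment. With the library number as a block, 1479 genes were called, 811 higher and 668 lower, with 40 interferon members higher and 22 histone members lower. With TPM as deposited 360 genes were higher and 92 lower (79.6% higher, against 60.4% with rescaling). The count was 372, 88 and 153 without siCTL 1, 2 and 3, and 1644, 15 and 45 without sihnRNPL 1, 2 and 3. In the same order, the interferon members called higher were 19, 15, 8, 42, 0 and 2, and the lower histone members were 24 without sihnRNPL 1 and 0 without any other library, as were the lower proliferation members with 29, while the 3 lists kept their camera calls throughout. The paper describes the effect of hnRNPL silencing on transcription as more extensive than that of circCDYL silencing (Fig. 3D).

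**Figure D1:**
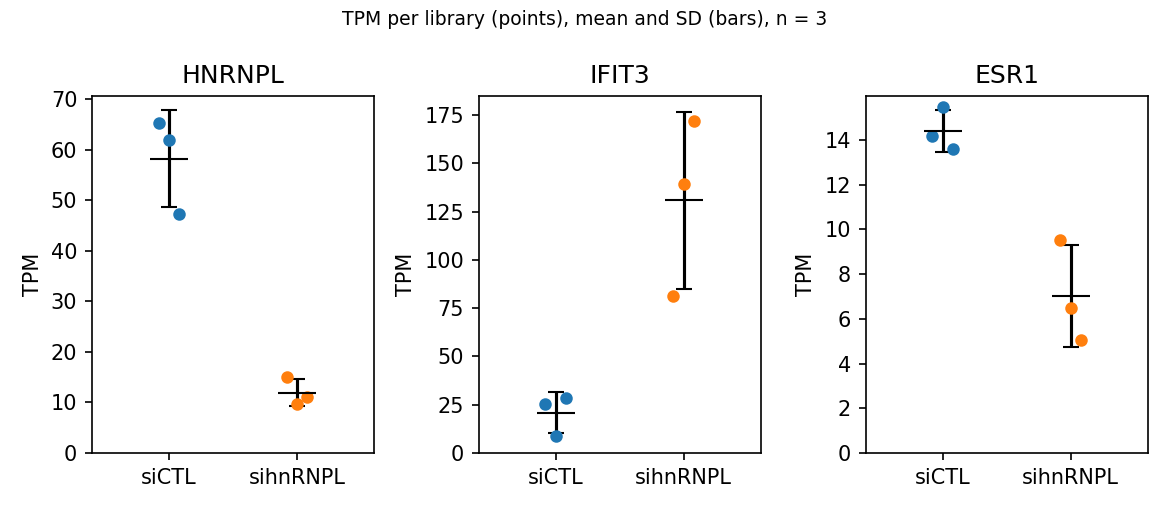
TPM of HNRNPL, IFIT3 and ESR1 in each library of the hnRNPL experiment, with siCTL and sihnRNPL on the x axis, TPM from 0 on the y axis, points for libraries, and bars for the mean and SD of 3 libraries. The sihnRNPL libraries lie below every siCTL library for HNRNPL and ESR1 and above every siCTL library for IFIT3.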

The hnRNPL silencing also had a profound impact on the MCF‐7 AS pattern, with 1636 events significantly altered (Figure 3E and Table S3B). 

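SLC25A32, LSM5 and DCAF12, which had lower values in sicircCDYL without passing the test there, fell in sihnRNPL, and TXNRD1, also lower in sicircCDYL without passing, rose in sihnRNPL. CAPZA1, MTHFD2 and OSTM1, which fell in sicircCDYL, did not pass in sihnRNPL. SLC25A32 went from 7.46 ± 1.33 to 5.13 ± 0.741 TPM (SD, n = 3 each), a log2 fold change of -0.49 (SE 0.10, adjusted p = 0.0303 from limma). LSM5 went from 51.6 ± 4.71 to 35.5 ± 9.31 TPM, a log2 fold change of -0.56 (SE 0.14, adjusted p = 0.0496 from limma), and DCAF12, a substrate receptor of a ubiquitin ligase, from 3.74 ± 0.710 to 2.74 ± 0.205 TPM, a log2 fold change of -0.38 (SE 0.09, adjusted p = 0.0496, and 0.0520 with the library number as a block). TXNRD1 went from 15.4 ± 3.77 to 25.5 ± 2.32 TPM, a log2 fold change of 0.74 (SE 0.15, adjusted p = 0.0286 from limma). CAPZA1 had a log2 fold change of -0.33 (adjusted p = 0.0694 from limma), MTHFD2 of -0.59 (adjusted p = 0.198), OSTM1 of -0.27 (adjusted p = 0.196) and DCLRE1A, a DNA crosslink repair nuclease, of -0.51 (adjusted p = 0.0693). TMEM65 had 0.47, 0.49 and 0.33 TPM in siCTL and 0.77, 0.74 and 0.71 TPM in sihnRNPL, under the expression filter of this experiment. Over the 9258 genes tested in both experiments, 0 genes were called by limma in both with the same sign. On the lower side 4 genes were called in sicircCDYL and 374 in sihnRNPL, for which independent lists would share 0.162 genes, and on the higher side the calls were 0 and 520 (Fisher's exact test, p = 1 for each side, across genes, which are not independent replicates). At an unadjusted p under 0.05 in both experiments, 15 genes were higher, 59 lower and 44 of opposite sign, where independent lists would share 15.6 higher and 39.6 lower genes. Across 27 of the 30 genes found of those the paper calls in sicircCDYL, which the study chose on these samples, 18 had the same sign in both silencings and Spearman's rho of the log2 fold changes was 0.0818. Over all genes tested in both, rho was 0.121. The number of genes called in both with the same sign was 4 when all 12 libraries shared one estimate of the spread, with 2 more of opposite sign. It was 3 at an adjusted p under 0.1, with 1 more of opposite sign, and 1 with limma's robust setting. Spearman's rho was 0.1897 over 29 genes without a filter and -0.504 when the controls of both experiments were pooled.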

The comparison between the sicircCDYL and sihnRNPL experiments showed nine DE genes in overlap, among which one and seven were coherently upregulated (*TMEM65*) and downregulated, respectively (Figure 3F). Notably, 96 splicing events were coherently affected by both circCDYL and hnRNPL silencing (Figure 3G and Table S3C).

To further explore the circCDYL‐hnRNPL interaction, we investigated whether circCDYL may influence the hnRNPL cellular localization. HnRNPL protein level analysis in nuclear and cytosolic cell fractions by Western blot showed that the circRNA silencing did not change the RBP cellular localization (Figure S1A).

### 3.4 CircCDYL Modulates *CDYL* Isoforms by hnRNPL

CircRNAs can regulate gene expression at different levels, including modulation of isoform switching through AS and alternative TSS usage [21, 28]. Isoform switching analysis showed that circCDYL silencing significantly (adj. *p* < 0.05) affected the usage of 223 isoforms (Table S3D). Conversely, isoform switch analysis in hnRNPL‐silenced cells showed only two significant and overlapping switching events (Table S3E). Based on Ensembl annotations (v113), nine isoforms are annotated at the *CDYL* locus (ENSG00000153046), and among them, five (CDYL‐201, CDYL‐208, CDYL‐203, CDYL‐205, and CDYL‐202) share the circularizing exon, whereas three *CDYL* isoforms (CDYL‐209, CDYL‐204, and CDYL‐207) do not (Figure 4A). 

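The siRNA against circCDYL matches the junction of a single CDYL exon of GENCODE v44 that is joined end to start, with 20 of its 21 bases, 8 at the exon's end and 12 at its start. This exon lies on chromosome 6 of GRCh38 from 4891713 to 4892379 and is 667 bp long. Counted from its first base, the longest stretch of the siRNA found in a linear CDYL transcript is 10 bases. Stretches that begin later in the siRNA were not searched. The 12 bases at the exon's start lie together in every linear transcript that holds the whole exon, so 10 is not the longest linear match. GENCODE v44 lists 9 CDYL transcripts, all on the plus strand. CDYL-201, CDYL-202, CDYL-203 and CDYL-205 hold the whole exon, CDYL-208 and CDYL-209 hold part of it, and CDYL-204, CDYL-206 and CDYL-207 lack it. CDYL-208 ends inside the exon at 4892347 and CDYL-209 at 4892112. At the gene level, CDYL had 23.6 ± 0.964 TPM in siCTL and 25.0 ± 2.39 TPM in sihnRNPL (SD, n = 3 each), a log2 fold change of 0.08 (SE 0.15, adjusted p = 0.769 from limma). The deposited values hold no level for a single transcript.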

Despite *CDYL* isoforms showing limited switching after circCDYL silencing, both CDYL‐203 and CDYL‐202 showed different abundances (*p* < 0.05) (Table S3D). For this reason, we evaluated whether the circCDYL‐hnRNPL association was involved in the *CDYL* isoform regulation. Initially, *CDYL* isoform expression was evaluated by analyzing public MCF‐7 polyA+ and long‐read RNA‐Seq data (see Materials and Methods for details). The analysis showed that cytosolic transcripts included those with exons four to nine (commonly shared by CDYL‐201, CDYL‐203, CDYL‐205, and CDYL‐202) (Figure 4A). Generally, the most expressed exon in both cell fractions was exon 4, the circularizing one (Figure 4A). Long‐read RNA‐Seq data analysis showed that most of the transcripts derived from CDYL‐203, CDYL‐205, CDYL‐207, and CDYL‐202, with putative other non‐annotated variants (Figure 4B).

**FIGURE 4:**
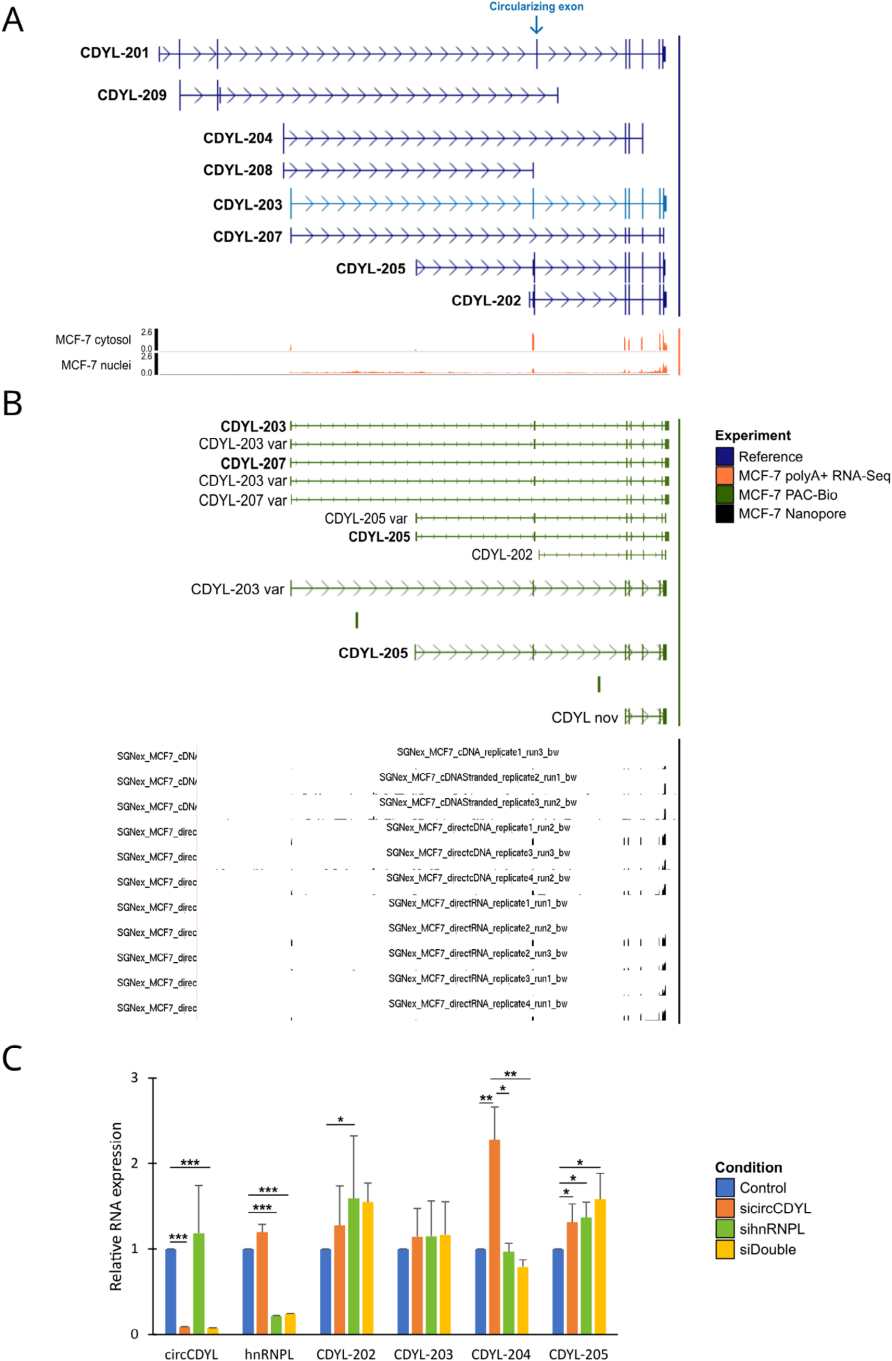
CircCDYL and hnRNPL silencing modulate *CDYL* isoform selection. (A) Schematic representation of the *CDYL* gene locus reporting, in blue, the isoforms annotated in GENCODE. The blue arrow highlights the circularizing exon (top panel). The fractionated MCF‐7 polyA+ RNA‐Seq experiments (bottom panel) from ENCODE (ENCSR000CTO, ENCSR000CTU) are reported in orange. (B) Visualization reporting the *CDYL* isoforms detected by long reads RNA‐Seq PAC‐Bio in blue and Nanopore in black, from [23, 24, 25]. (C) Bar plot reporting the *CDYL* isoform relative expression after circCDYL and hnRNPL silencing. Bar color reflects the experimental condition, while error bars report the standard deviation of *n* = 3 replicates. *p*‐values from *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001).

The *CDYL* isoform expression was then evaluated in MCF‐7 cells silenced for circCDYL, hnRNPL, and both components (see Materials and Methods for details). The analysis showed that the CDYL‐204 isoform exhibited a significant upregulation after circCDYL silencing, while this regulation was not observed in hnRNPL‐silenced cells or cells silenced for both circCDYL and hnRNPL (Figure 4C). Conversely, the CDYL‐205 isoform displayed a significant upregulation in all experimental conditions, while CDYL‐202 showed significant upregulation exclusively in sihnRNPL‐treated cells. Notably, CDYL‐203 levels were unaltered under these experimental conditions (Figure 4C).

### 3.5 CircCDYL Downregulation Changes Chromatin Remodeling at *CDYL* Regulatory Regions

To investigate whether the observed differential isoform usage of *CDYL* was caused by epigenetic remodeling at the gene locus, we performed an epigenetic profile analysis at *CDYL* alternative promoters using ChIP‐qPCR. We observed H3K27Ac enrichment at all *CDYL* promoters, with the highest signal at CDYL‐203 and the lowest at CDYL‐204 under control conditions (Figure 5A,B). However, upon circCDYL downregulation, a significant increase in H3K27Ac at the CDYL‐204 promoter and a decrease at the CDYL‐203 promoter were observed (Figure 5A,B). Silencing hnRNPL alone or in combination with circCDYL led to a significant reduction in the H3K27Ac signal at the CDYL‐204 promoter, suggesting hnRNPL could have an essential role in chromatin remodeling (Figure 5A). The H3K27Ac decreasing signal at the CDYL‐203 promoter was observed after circCDYL silencing, either alone or in combination with hnRNPL downregulation (Figure 5B). All three silencing conditions resulted in reduced H3K4me3 at the CDYL‐203 promoter compared to the control, although statistical significance was only observed with hnRNPL silencing alone (Figure 5B). All three silencing conditions significantly decreased Histone 3 Lysine 27 trimethylation (H3K27me3) at the CDYL‐204 promoter while upregulating it at the CDYL‐203 promoter (Figure 5A). In the promoter region of CDYL‐202, a noticeable H3K27Ac and H3K4me3 enrichment was observed in the double knock‐down and circCDYL silencing, respectively (Figure 5C).

**FIGURE 5:**
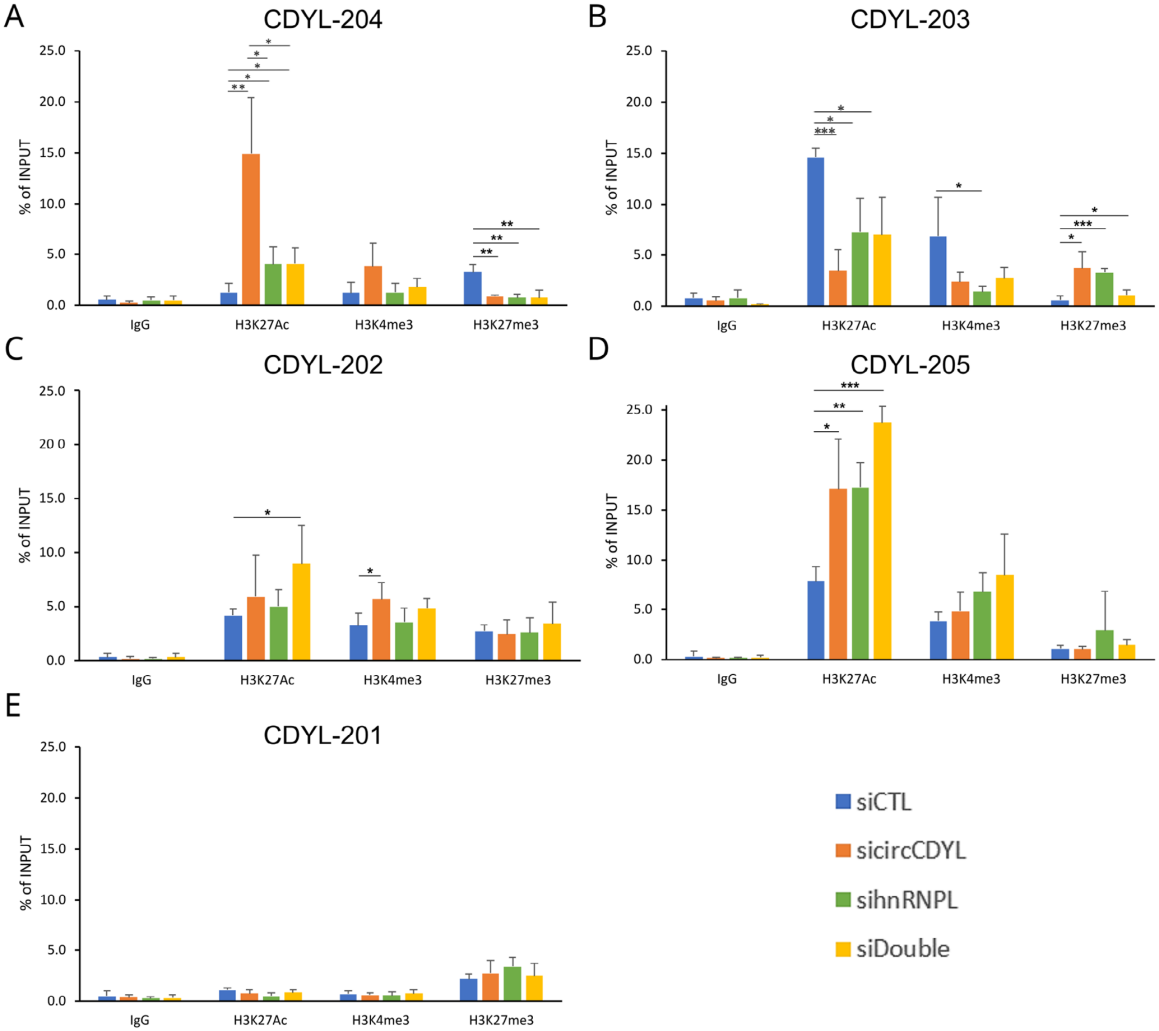
CircCDYL and hnRNPL silencing modulate chromatin state at *CDYL* isoforms alternative promoters. Bar plots reporting the analysis of histone modifications (H3K27Ac, H3K4me3, and H3K27me3) at CDYL‐204 (A), CDYL‐203 (B), CDYL‐202 (C), CDYL‐205 (D), and CDYL‐201 (E) isoform promoters after circCDYL and hnRNPL silencing. Analysis results are reported as % of the input after ChIP‐qPCR. Bar color reflects the experimental condition, while error bars report the standard deviation of *n* = 3 replicates. *p*‐values from *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001).

For the CDYL‐205 promoter, we observed a significant increase of H3K27Ac in all three silenced samples (Figure 5D), while the CDYL‐201 promoter did not exhibit substantial epigenetic regulation (Figure 5E). CDYL‐201 was included as a negative control, since it is typically expressed only in the testis and repressed in BC and MCF‐7, based on GTEx data, and an expected absence of substantial chromatin remodeling on its promoter was observed (Figure S1B).

### 3.6 HnRNPL and ERα Associate With *CDYL* Regulatory Regions

Hypothesizing that circCDYL and hnRNPL, by modulating the chromatin state, affect the *CDYL* isoform transcription, we performed a hnRNPL ChIP‐qPCR at *CDYL* regulatory regions. This analysis showed an enrichment of hnRNPL binding at the CDYL‐203 promoter, while this binding decreased after circCDYL and hnRNPL silencing (Figure 6A). Notably, the downregulation of circCDYL significantly increased the binding of hnRNPL to the other isoform promoters (Figure 6B–F). No hnRNPL association was observed at the CDYL‐201 promoter (Figure 6B).

**FIGURE 6:**
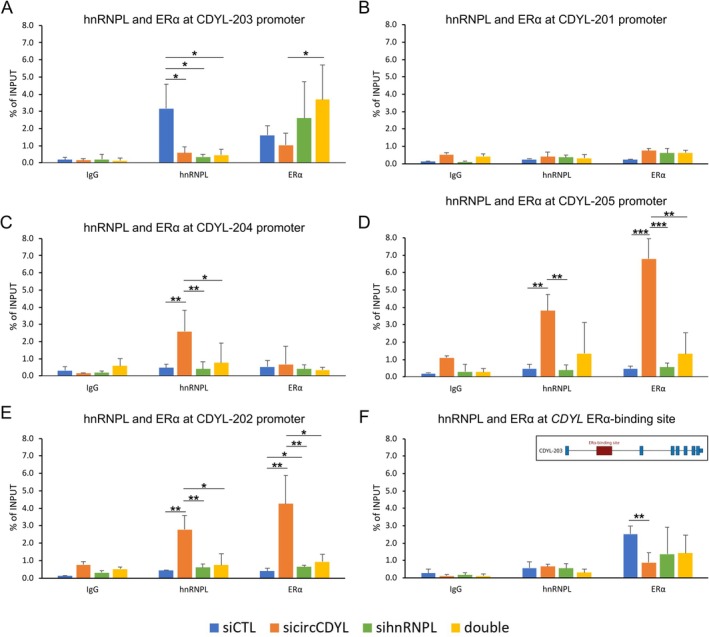
HnRNPL and ERα associate with *CDYL* isoform regulatory regions. Bar plots reporting the hnRNPL and ERα relative enrichment at CDYL‐203 (A), CDYL‐201 (B), CDYL‐4 (C), CDYL‐2025 (D), and CDYL‐202 (E) isoform regulatory regions. (F) Bar plot reporting the ERα enrichment at the ERα‐binding site of the *CDYL* gene locus. The inner visualization reports the localization of the ERα‐binding site on CDYL‐203. Analysis results are reported as % of the input after ChIP‐qPCR. Bar color reflects the experimental condition, while error bars report the standard deviation of *n* = 3 replicates. *p*‐values from *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001).

Given the observed relationship between ERα and circCDYL expression, the ERα occupancy at *CDYL* promoters was explored by integrating ChIP‐Seq data from our previous study [29], from ENCODE (ENCSR463GOT), and from an integrative ERα‐binding site analysis [30], confirming the ERα binding at the *CDYL* locus (Figure 6F). ChIP‐qPCR validated the ERα occupancy at the *CDYL* locus in control samples, and the circCDYL silencing markedly increased the ERα binding at the CDYL‐202 and CDYL‐205 promoters (Figure 6D–F). These results suggest regulatory relationships between circCDYL, hnRNPL, and ERα at *CDYL* regulatory regions.

## 4 Discussion

Our study highlights the potential association between circCDYL and hnRNPL, supporting a role in AS modulation, in chromatin remodeling, and in the selection of *CDYL* gene isoforms in BC cells. The integrative analysis of published profiles of cells cultured in different conditions showed that circCDYL was the highest expressed circRNA in MCF‐7, and the RNA‐Seq analysis of circCDYL‐silenced cells showed a widespread effect on the splicing pattern, with more than 2000 events significantly affected. RBP motif analysis of the circCDYL sequence showed multiple binding sites of hnRNPL, whose interaction was confirmed by pull‐down and RIP experiments. Considering this association, we investigated whether hnRNPL may participate in the circCDYL‐mediated regulation of AS by analyzing RNA‐Seq data of hnRNPL‐silenced cells. As expected, downregulation of hnRNPL significantly altered gene expression and splicing pattern, observing 96 AS events coherently affected in the circCDYL silencing experiment.

Isoform switch analysis showed that circCDYL silencing affected the expression of *CDYL* isoforms, a result also confirmed by isoform‐specific qRT‐PCR. Particularly, after circCDYL downregulation, CDYL‐204, a *CDYL* isoform commonly not expressed (Figure S1B), and CDYL‐205 isoform levels significantly rose; thus, the main regulation of *CDYL* isoform expression may not be due to AS regulation but to transcriptional regulation of alternative promoters. These isoform modulation events may affect the downstream *CDYL* activity by modulating the levels of the derived proteins. Notably, the CDYL‐204 transcript is annotated from a protein fragment but results in an incomplete 3′‐coding sequence, indeed lacking the STOP codon. This could impair its translation. Supposing that this transcript still generates a protein, we can speculate about the possible roles of *CDYL* isoform‐specific proteins. The supposed CDYL‐204 and CDYL‐205‐derived proteins exhibited variations in amino acid composition (Figure S1C). Unlike the CDYL‐203‐derived protein (with all the functional domains), the hypothesized CDYL‐205‐derived protein is completely missing the N‐terminal chromodomain and a portion of the Enhancer of Zeste 2 Polycomb Repressive Complex 2 Subunit (EZH2)‐binding domain, while the supposed CDYL‐204‐derived protein also shows a truncated C‐terminal CoAP domain (Figure S1C). The chromodomain is involved in the reading of H3K9me3 and H3K27me3, while the CoAP domain acts as a Crotonyl‐CoA hydratase, negatively regulating histone crotonylation [7]. An identified EZH2‐binding portion between the two domains facilitates interaction with the EZH2 of the methyltransferase PRC2 complex, responsible for histone H3K27me3 [31]. Notably, CDYL‐203 stimulates PRC2 activity and is required for the optimal activity of PRC2 [31]. Mechanistically, circCDYL may be involved in the maintenance of the CDYL‐203 isoform. Indeed, the lack of a chromodomain probably does not allow CDYL‐204 and CDYL‐205‐derived proteins to work as readers of H3K27 and K9 trimethylations. Thereby, the activity of the truncated EZH2 domain in these two *CDYL*‐derived proteins must be further studied. Recent research demonstrated that the transcription factor Yin Yang 1 (YY1) interacts with EZH2, recruiting PRC2 and promoting gene repression in BC [32]. The amino acid residues between 201 and 226 of YY1 (OPB domain) mediate this interaction. Using the Clustal‐Omega EMBOSS WATER pairwise sequence alignment tool [33], we aligned the YY1 OPB domain and CDYL‐203 EZH2‐binding site amino acid sequences. The alignment highlighted seven common amino acids among OPB and residues 76 and 102 of the CDYL‐203‐derived protein (Figure S1D). Hypothesizing that these amino acids are necessary for interaction, their lack in CDYL‐205 and CDYL‐204‐derived proteins might impair their ability to interact with PRC2. Nevertheless, investigation of the potential activity of the supposed proteins is warranted. This is not trivial since, until now, no CDYL protein‐specific antibodies are available, also due to small differences among the isoforms' amino acid sequences, which makes it difficult to obtain highly specific antibodies.

Our ChIP‐qPCR analyses showed an increase of H3K27Ac at the CDYL‐204‐regulating region upon circCDYL silencing, while H3K27me3 decreased. H3K27Ac also increased at the CDYL‐205 promoter in all silencing conditions. These results reflect the alteration of *CDYL* isoforms expression obtained by qRT‐PCR. Interestingly, H3K27me3 and H3K4me3 on the CDYL‐203 promoter decreased in circCDYL‐silenced cells, but the relative enrichment of the transcript was constant after the knockdown. This could be explained by a possible compensatory mechanism that maintains the higher expression of CDYL‐203. Coherently, analysis of long‐reads RNA‐Seq data showed that CDYL‐203 was the most detected isoform.

HnRNPL plays a pivotal role in transcriptional regulation within complexes, and its binding site on *CDYL* has been confirmed through ChIP‐Seq in HepG2 [34]. Our ChIP‐qPCR analysis extended this observation to MCF‐7, indicating the presence of the binding site also in this cell line. Notably, in the control condition, hnRNPL exclusively binds to the CDYL‐203 promoter, implying its contribution to the expression of this isoform at basal levels. The downregulation of circCDYL led to a significant reduction of hnRNPL binding at the CDYL‐203 promoter and, conversely, to an increased binding at promoters of other isoforms, including CDYL‐204, CDYL‐202, and CDYL‐205. This result suggests that hnRNPL may play a role in identifying specific TSSs, mainly dependent on its association with circCDYL. Intriguingly, our investigation of ERα showed that the binding of ERα at its *CDYL* binding site decreased in circCDYL‐silenced cells while increased at CDYL‐202 and CDYL‐205 promoters, suggesting, in these conditions, a possible cooperative regulation with hnRNPL. Coherently, circCDYL was the most expressed circRNA in ERα‐silenced cells. Notably, by analyzing public data from Miano et al. (2018) [35] of total RNA‐Seq experiments from hormone‐deprived and siER‐treated MCF‐7 cells, the *CDYL* gene was found to be significantly upregulated (log2FC = 0.301, adj. *p* < 0.001), suggesting that *CDYL* may be a direct ERα‐downregulated gene. In addition, when hnRNPL was downregulated (with or without circCDYL), the CDYL‐203 promoter exhibited increased ERα binding, while other promoters lost hnRNPL binding. This suggests a possible compensatory relationship between ERα and hnRNPL in the transcriptional regulation of CDYL‐203, allowing its sustained expression even in the absence of hnRNPL. The dynamics of hnRNPL and ERα regulation could be understood considering the changing of the complexes with the Mediator in the transcription regulation [36]. Unraveling the molecular intricacies of this regulatory network involving circCDYL, hnRNPL, and ERα warrants further investigation.

Our findings propose a novel role for hnRNPL as a regulator of isoform switching by acting as a transcriptional cofactor, influencing the expression of different *CDYL* isoforms through binding to their promoters. These studies collectively underscore the different regulatory functions of hnRNPL in gene expression, isoform switching, and complex interactions with various non‐coding RNAs, providing valuable insights into the landscape of transcriptional control in BC cells. Despite this, our results were only observed in MCF‐7 and lacked validation in different cell models. Moreover, we analyzed only a single gene, *CDYL*; indeed, a widespread analysis is necessary to further validate the circCDYL‐hnRNPL interplay in regulating other genes. In addition, a deeper characterization of the different *CDYL* isoform‐derived proteins should be performed and functionally validated. Emerging literature clearly demonstrates that ERα can directly bind to non‐coding RNAs and cooperate with epigenetic regulators [37], such as the CDYL protein and EZH2, to mediate transcriptional repression or activation. The idea that ERα functions as part of a dynamic complex that integrates chromatin remodeling (via EZH2), RNA processing (via hnRNPL), and RNA‐mediated scaffolding (via circular RNAs, such as circCDYL) is compelling and aligns well with the complexity of transcriptional regulation in hormone‐responsive cancers. Building on our current and previous findings, we consider it plausible that circCDYL may serve not only as a molecular scaffold for interaction with hnRNPL at specific chromatin regions, but also plays a role in recruiting or modulating the activity of ERα and epigenetic regulators, such as EZH2. Considering that the CDYL protein derived from the transcript CDYL‐203 can associate with EZH2, while the putative protein derived from CDYL‐204 lacks the domain involved in the interaction with EZH2, this raises the intriguing possibility of an RNA‐guided assembly of transcriptional regulatory complexes that can fine‐tune gene expression programs in a context‐specific manner, particularly in ERα+ BC.

In conclusion, our study sheds light on the intricate regulatory mechanisms underlying the impact of circCDYL and hnRNPL activity on AS and isoform switching events in MCF‐7 cells. These findings contribute to the growing understanding of the multifaceted roles of circRNAs in cellular processes and suggest a novel mechanism through which circCDYL may modulate hnRNPL activity, offering potential implications for therapeutic strategies targeting isoform switching in BC.

## Author Contributions

**Serena Bernardi:** data curation, formal analysis, investigation, validation, writing – original draft, writing – review and editing. **Giorgia Risso:** formal analysis, investigation, validation, writing – review and editing. **Lorenzo Franchitti:** data curation, formal analysis, methodology. **Alessandro Camandona:** formal analysis, writing – original draft, writing – review and editing. **Jean‐Marie Robbin:** investigation, methodology. **Isabella Tarulli:** investigation, methodology. **Giulio Ferrero:** funding acquisition, supervision, writing – original draft, writing – review and editing. **Lucia Coscujuela Tarrero:** investigation, methodology. **Valentina Miano:** investigation, methodology. **Michele De Bortoli:** funding acquisition, supervision, writing – review and editing. **Ymera Pignochino:** funding acquisition, writing – review and editing. **Santina Cutrupi:** funding acquisition, supervision, writing – review and editing.

## Ethics Statement

The authors have nothing to report.

## Consent

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** Supplementary Methods.

**Figure S1:** Supplementary image related to Methods, Results and Discussion sections.

**Table S1:** Analysis of circCDYL levels with respect to clinical and tumor information. Related to Figure 1.

**Table S2:** Analysis of circCDYL and hnRNPL expression and circCDYL alternative splicing. Related to Figures 2 and 3.

**Table S3:** Analysis of circCDYL sequence and circCDYL‐hnRNPL alternative splicing overlap. Related to Figure 3.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request. All sequencing data have been deposited in the GEO database under the accession number: GSE295065.

# Supplementary material for: CircCDYL Association With hnRNPL Modulates CDYL Isoform Switching in Breast Cancer Cells
**Source:** Cancer Sci. 2025 Jul 23;116(10):2750–62. doi: 10.1111/cas.70152
**Supplement:** Supplementary file 1 — Data S1: Supplementary Methods.

**Doc S1**

**RNA extraction**

RNA extraction was performed following the TRIzol™ Reagent protocol (Thermo Fisher Scientific). Briefly, pellets (~5-10 x 10^6^) were resuspended in 700µL of TRIzol. Then, 200μL of chloroform were added. The samples were hand-shaken for 3’ and centrifuged at 4°C, 12000g for 15’. The aqueous phase containing the RNA was recovered and transferred into a new tube together with 500μL of isopropanol (100%) and 1μL of Glycogen (Invitrogen). After 10’ at 4°C, the samples were centrifuged at 4°C, 12000g for 15 min to allow RNA precipitation. The RNA pellets were then washed with 1mL ethanol (75%), and the supernatant was discarded. RNA was dried and resuspended in 25μL of RNase-free water. Finally, it was incubated in a heat block for 10 minutes at 55°C.

**RNA Pull-Down**

RNA Pull-down was performed on MCF-7 total lysate. 2x10^7^ cells were crosslinked in 1% formaldehyde (Sigma) and subsequently lysed using RIPA buffer (50mM Tris, pH 7.4, 150mM NaCl, 1mM EDTA, 0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate, 0.5mM DTT, 1mM PMSF/cocktail and 2.5 µL/mL RNAse inhibitors). After incubation with biotin-labeled probe, the beads were washed with Wash Buffers at increasing restriction, low-salt (150mM NaCl and 500mM NaCl) to high-salt (0.25M LiCl) concentration. The supernatant was collected and 50µl of it was used to perform protein extraction using Laemmli 1x (Bio-Rad). The retrieved proteins were detected using the standard western blot technique.

**ChIP-qPCR**

Briefly, 6x10^6^ MCF-7 cells were fixed with 1% formaldehyde. Pellets were resuspended in 500µL of Lysis Buffer 1 (10mM Hepes pH 7.0, 200mM NaCl, 10mM MgCl2, 1mM DTT, 1% Triton X-100, 1:100 PMSF/cocktail and 1:1000 RNAse inhibitors) and centrifuged to separate the cytosolic from nuclear fraction. Then, nuclei were resuspended in 200µL of Lysis Buffer 2 (1% SDS, 10mM EDTA, 50mM Tris HCl pH 8.1, 1:100 PMSF/cocktail, and 1:1000 RNAse inhibitors). Chromatin was fragmented by sonication using Bioruptor Pico (7 cycles: 30” on, 30” off) at 0°C. After ON Protein A Dynabeads and antibodies incubation, beads were washed with Wash Buffers at increasing restriction, from low-salt (150mM NaCl and 500mM NaCl) to high-salt (0.25M LiCl) concentration.

To perform DNA extraction, 100μL of Chelex 100 Resin 10% (Bio-Rad 1421253) was added, and the samples were boiled for 10’ at 99°C. After cooling at room temperature, 1.6μL of Proteinase K (Thermo Fisher) were added. The samples were then incubated at 55°C on a shaker and boiled again 10’ at 99°C. The chromatin was recovered by adding 100μL of water, centrifuged at 13,000 rpm for 5’ and analyzed by qPCR.

**Bioinformatic and statistical analyses**

The expression levels in read counts were estimated at both gene and isoform levels by running RSEM v1.3.3 on the alignment files in default parameters as Transcript per Million Fragments Mapped (TPM). Genes and isoforms with a low expression were discarded from the analysis and only genes or isoforms with more than ten normalized read counts in at least one condition were considered for further downstream analyses. The expression at the isoform level was summarized to the gene level using the tximport v1.34.0 Bioconductor package and the resulting count matrices were provided to the R package DESeq2 v1.38.3 for the differential expression analysis. Isoform switch events and functional consequences were analyzed using the R IsoformSwitchAnalyzeR package (21). Expressed genes with less than one TPM and expressed isoforms were excluded from downstream analyses. The isoform fraction (IF) was calculated for each of the remaining isoforms and experimental conditions. For each isoform, a isoform fraction difference (dIF, IFsilencing−IFcontrol) representing the difference in isoform fraction between the two conditions was calculated. The biological consequences of the observed switches were evaluated for the switching of isoforms from the same parent gene. Then, according to the applied annotation on the switching isoforms, genes were classified into genes with or without downstream functional consequences. Differential AS events were analyzed using rMATS (22). Specifically, a splicing event with a ΔPSI value between the silencing and control conditions of less than 5% (|ΔPSI| <0.05) or that was associated with an adj. p >0.05 were excluded from the downstream analysis.

# Supplementary material for: CircCDYL Association With hnRNPL Modulates CDYL Isoform Switching in Breast Cancer Cells
**Source:** Cancer Sci. 2025 Jul 23;116(10):2750–62. doi: 10.1111/cas.70152
**Supplement:** Supplementary file 2 — Figure S1: Supplementary image related to Methods, Results and Discussion sections.

Figure S1

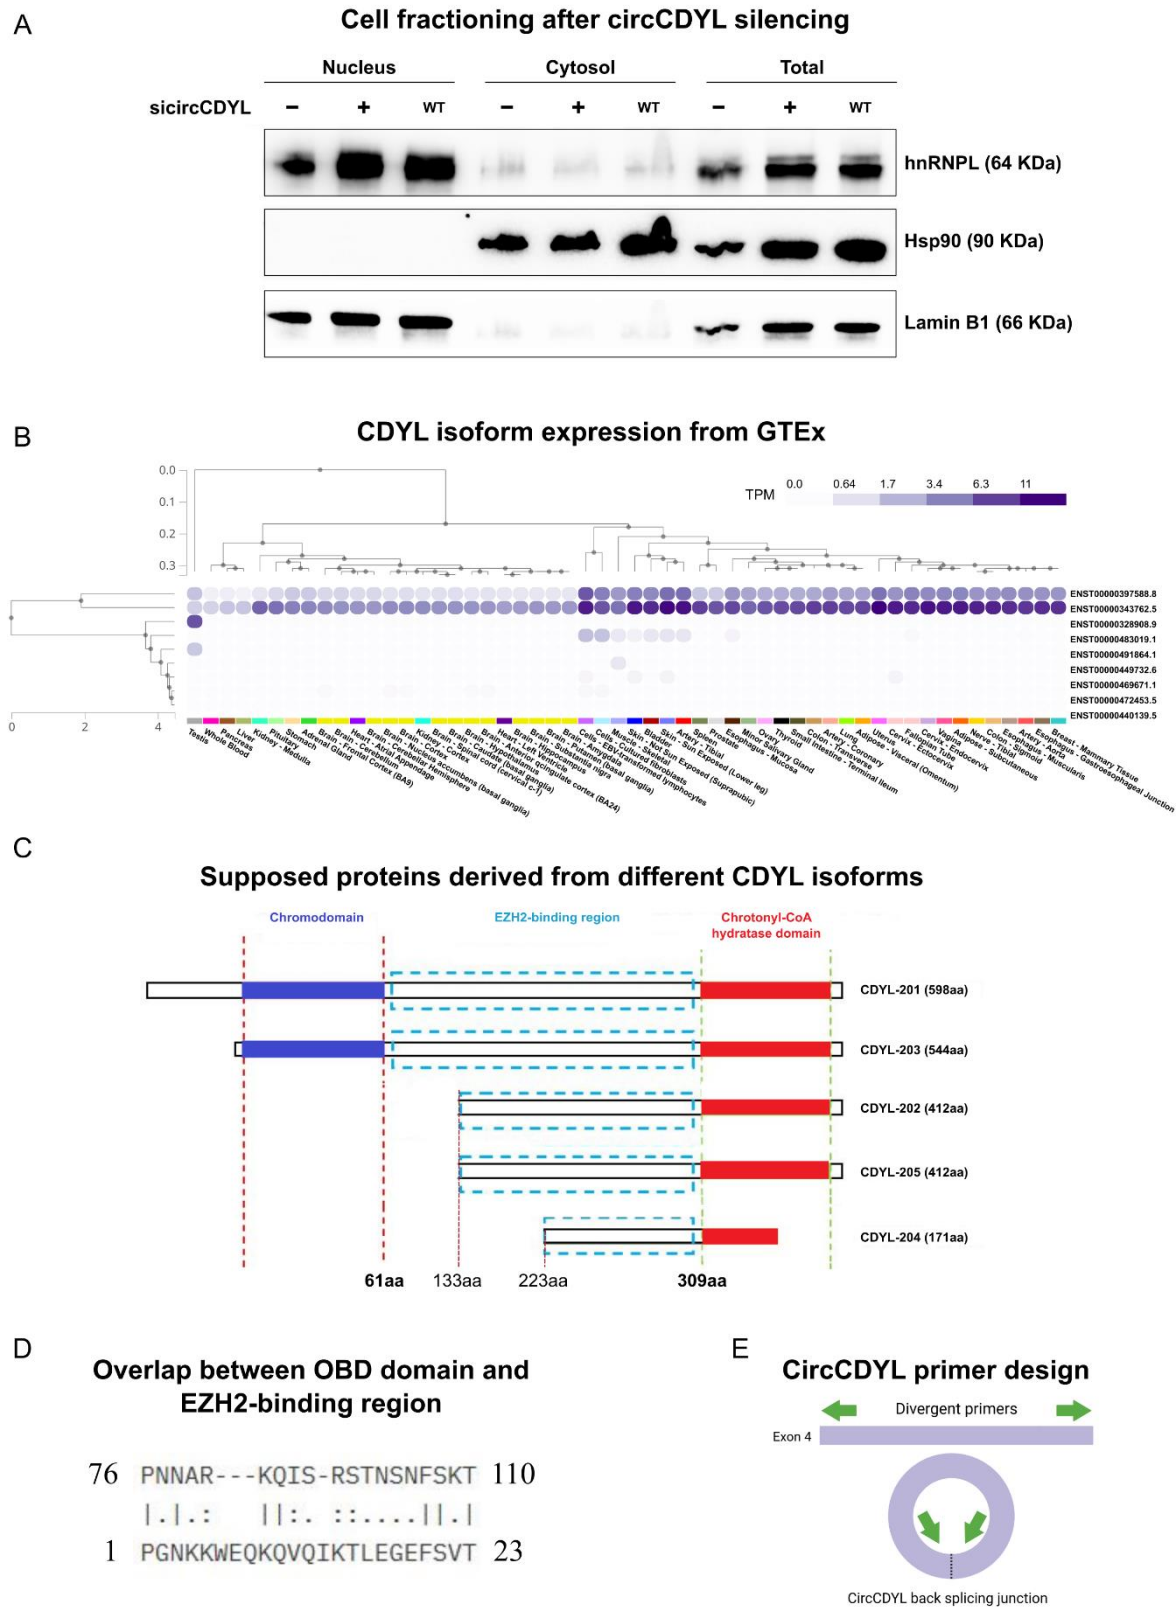

Figure S1. A) Western blot reporting the hnRNPL localization after circCDYL silencing. For each cell fraction, the blot is decorated with anti-hnRNPL, Hsp90 (cytosolic control), and Lamin B1

(nuclear control) antibodies. **B)** GTEx visualization reporting the levels of the *CDYL* isoforms in different tissues. **C)** Visualization of supposed CDYL-201, CDYL-203, CDYL-202, CDYL-205 and CDYL-204-derived proteins. For each isoform, the protein length and the functional domains are annotated. **D)** Alignment between the EZH2-binding region of CDYL-203-derived protein (top) and YY1 OPB domain (bottom). Alignment and visualization retrieved from EMBOSS WATER pairwise sequence alignment tool (33). **E)** Graphical representation of circCDYL primer design.

How the deposited data were processed for this re-analysis (not part of the article)

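Total RNA of MCF-7 cells was sequenced in 2 experiments of 6 libraries each: siCTL against sicircCDYL, and siCTL against sihnRNPL, with 3 libraries per group and 20 nM of siRNA. The paper times its siRNA experiments at 48 h for sicircCDYL and siCTL and at 24 h for sihnRNPL, without naming the RNA extraction. The sample labels give 48 h for all groups. The labels do not say whether the libraries of a group are separate cultures.

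The authors trimmed the reads, aligned them to GRCh38 with STAR and GENCODE annotation, and estimated gene levels with RSEM. The deposited table gives them as TPM per gene and library. The authors ran their own differential expression on read counts with tximport and DESeq2. Those counts are not in the table, so a test on counts was not run and no sequencing depth or counting error can be given. A value of 0 means listed at 0. The table holds 59586 genes, all of which were matched to a name, and 12 libraries, of which 0 pairs are identical. Columns were matched to conditions by group, and libraries are called by the number in their column.

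Each experiment was fitted alone, with its own controls. Genes with a median TPM above 1 in at least one group were tested. TPM were scaled by the median of ratios, 0.5 was added, and log2 values were fitted with limma (version 3.58.1 in R 4.3.3, empirical Bayes with trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. Each of these fits has 4 residual degrees of freedom. The difference between the silencings was tested as an interaction in a fit of all 12 libraries with 8 residual degrees of freedom. The silenced genes were also tested with exact permutation tests, whose smallest p is 0.1 for 3 against 3. Tables were read with data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for siRNA sites and the figure. Sites were searched in 3' UTRs for positions 2 to 8 of both siRNA strands.

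36 gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, where at least 3 members passed the filter. Counts of members are given as called over all genes and as called when adjusted over the list alone. The genes named are those the paper names for these experiments with HNRNPL, CDYL and HNRNPLL, the 10 higher and 10 lower genes of each comparison with the largest change among those that passed with a mean TPM of at least 5 and no overlap between groups, at most 4 called members of each list or, where none passed, 2 by smallest p, and the 3 genes with the highest mean TPM. Values in the paper's tables were seen when this rule was written. These choices, the lists and the alternatives below were made before the data were examined.

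The fits and list tests were tried on simulated data with each gene's spread in the libraries. Noise was drawn separately for each gene, so the genes of a list did not vary together as they may in the data. The site test was tried on 3000 simulated genes with random sequences, without the spread of the libraries. In the circCDYL experiment 7 unchanged simulated genes were called, and in the hnRNPL experiment 12. A raised list was called in both, with 0 of the other lists, which does not show how often lists of correlated genes are called. A planted shift of -0.20 at siRNA sites was recovered as -0.188. The shift in the data was -0.01985 for the antisense strand of sicircCDYL (7-mer), and no shift of that size was tried.

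Whether library numbers pair the samples was checked by correlating the deviations of same-numbered libraries from their group means. In the hnRNPL experiment the correlations were 0.34, 0.225 and 0.292 for numbers 1, 2 and 3, and every library correlated best with its own number, so the numbers were taken to pair the samples, from the data and not from a statement of the study. The main fits leave this pairing out, and the fit with the number as a block is given where it moves a result.

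The alternatives were other pseudocounts, filters, scalings and settings of the empirical Bayes step, a fit of all 12 libraries with a shared spread, pooled controls, the replicate block, other thresholds, and leaving out each library in turn. Splicing, isoform and circular RNA levels were left out, since gene-level TPM do not hold them, and so were the patient cohorts and qPCR measurements.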

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

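The test of a response to an siRNA of any sequence, the values over the interferon genes tested in both experiments, the splits that part the numbered pairs and the leave-one-out medians of the interferon genes were chosen after the result was seen, and the other tests in this part were set before.

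The responses to the 2 silencings differed for 199 of 14810 genes in the test of the difference itself (limma interaction, 132 higher and 67 lower in sihnRNPL relative to sicircCDYL, 2487 at an unadjusted p under 0.05), and for 627 with the library number as a block, and of the 199, 155 were tested in both experiments, 25 in the hnRNPL experiment alone and 19 in the circCDYL experiment alone. In 6 of 100 drawn splits, the real one included, at least 199 genes were called, with 678 in the highest other split, so chance is not excluded. Of all 80 splits that part the 3 numbered pairs of the hnRNPL experiment, as the real one does, 12 called at least 199, the real one included, with 1160 in the highest other. All 12 were among the 20 that keep the real hnRNPL groups, and the other 60 called 15 at most, so the count follows the hnRNPL groups, and the real circCDYL groups do not stand out from other groupings of those libraries. Without siCTL 3, 4 and 7 of the circCDYL experiment the count was 69, 86 and 104, without sicircCDYL 4 and 7 it was 83 and 62, without siCTL 2 of the hnRNPL experiment 61, and without sihnRNPL 1, 2 and 3 it was 791, 35 and 40.

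By the same test 14 gene lists differed (camera, 9 higher and 5 lower in sihnRNPL), with a lowest adjusted p of 0.343 with an estimated correlation and 3 lists called by fry.

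Among the genes the paper lists in sicircCDYL, the difference in log2 fold change (sihnRNPL minus sicircCDYL) was 1.10 for CAPZA1 (SE 0.17, adjusted p = 0.0124 from limma), 0.85 for OSTM1 (SE 0.17, adjusted p = 0.0360), 1.99 for TXNRD1 (SE 0.25, adjusted p = 0.00542), 1.17 for UHMK1, a kinase, 1.31 for NDUFB2, 0.71 for SPOPL, a substrate adaptor of a ubiquitin ligase, 0.93 for MTMR6, a lipid phosphatase, and 1.13 for RDH11. Each lies lower in sicircCDYL than in sihnRNPL relative to its own control. The study chose these genes on these samples for their change in sicircCDYL. The direction of the differences and their p-values are therefore not independent evidence.

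The genes the paper names for sihnRNPL were likewise chosen on these samples. Among them the difference in log2 fold change was -2.31 for HNRNPL, -1.25 for LIN7C, -1.28 for GNL3L, 2.09 for the keratin KRT81, 3.03 for TRIM22 and 1.73 for NPNT. For APOL1, STAT4, ANKRD1 and TGFBI it was 2.20, 1.98, 2.48 and 1.62, but these stayed under the filter of the circCDYL experiment, so the values mostly restate the change in sihnRNPL and show no contrast of 2 measured responses.

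Lists of genes outside those the paper discusses were called in sihnRNPL by camera: the median log2 fold change was 1.52 over interferon response genes (38 of 45 higher), -1.18 over replication-dependent histone genes (18 of 24 lower) and -0.68 over genes of proliferation and mitosis (4 of 38 lower). None of the 3 lists was called with an estimated correlation (adjusted p = 0.593 for each) or by fry (adjusted p = 0.119, 0.119 and 0.191).

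The interferon genes were higher in sihnRNPL than in siCTL, with leave-one-out medians from 1.22 to 1.71. A difference in scaling is argued against, since the lowest median under other scalings was 1.52. The siCTL cells also received 20 nM of siRNA, so a response equal for any sequence would be in both groups. By itself it would not part them, except through the 24 h against 48 h of the paper's times, and to that extent it stays open. The comparison with sicircCDYL does not decide it. The median difference from sicircCDYL was 1.48 (10 of 45 members called, 4 of them tested in the hnRNPL experiment alone, 17 with the library number as a block, camera adjusted p = 1.79e-28, adjusted p = 0.343 with an estimated correlation, fry adjusted p = 0.0426) and 1.07 over the 25 members tested in both experiments. However, the controls started from 3.24 TPM in the circCDYL and 8.86 TPM in the hnRNPL experiment over these 25 (1.22 and 8.45 TPM over all 47). Of the 25, 19 were above 0 in sicircCDYL (median 0.10, camera adjusted p = 0.0509, adjusted p = 0.615 with an estimated correlation, 0.00143 without siCTL 3 and 0.0445 without sicircCDYL 7). RNA of leukocytes stays open, since the summed TPM of their markers was 3.99 times that of siCTL, although the sum is mostly HLA-DRA at 0.95 to 1.29 TPM, itself an antigen-presentation gene, while LYZ had 0.01 to 0.03 TPM and PTPRC was listed at 0 in sihnRNPL 1 and 2. Loss of hnRNPL, the sequence of its siRNA and, by the paper's times, the 24 h against 48 h could each explain the rise, and none of these was tested apart.

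For genes called in sihnRNPL, 10 splits are too few for a share under 0.05: the real split called 982 genes and the highest other 4, and of the 3 other splits that part as many numbered pairs, 2 called 0 and 1 called 1. For gene lists the real split called 14 (0 with an estimated correlation) and the highest other 22, 3 of the 10 splits, the real one included, called at least 14, and the 3 splits that part as many pairs called 4, 6 and 14.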

How the results depend on the processing

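Alternatives were set before the data were examined, apart from the fits without sicircCDYL 3 and siCTL 4, with a covariate, with quantile normalization and leave-one-out for gene lists, and 6-mer matching, which were chosen after the values were seen.

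Of genes called in sicircCDYL (5 here), there were 1 with pseudocount 0.1, 1 without a filter, 2 with TPM as deposited, 1 with quantile normalization, 9 with the robust setting, 28 with all 12 libraries in one fit, 2 with pooled controls, 17 at an adjusted p under 0.1, 1 without sicircCDYL 3 and siCTL 4, 2 with the covariate, and 1 to 3 without each library in turn. Of genes the paper calls (3 here), there were 0 with pseudocount 0.1, without a filter, with TPM as deposited, with quantile normalization and without trend, 19 with all 12 libraries in one fit, 1 with pooled controls, 11 at an adjusted p under 0.1, 0 without the 2 libraries, 1 with the covariate, and 0 to 1 without each library in turn.

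With the replicate block, 1 gene was called in sicircCDYL and 0 of the paper's genes. The numbers of that experiment share only a number: same-numbered libraries correlated at 0.0879, 0.0476 and 0.542, and not every library correlated best with its own number.

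Of genes called in sihnRNPL (982 here), there were 50 without a filter, 515 with the stricter filter, 452 with TPM as deposited, 1793 in one fit of 12 libraries, 70 with pooled controls, 1479 with the replicate block, 2029 at an adjusted p under 0.1, 249 with a log2 fold change of at least 1, and 15 to 1644 without each library in turn. Of genes that differ between the silencings (199 here), there were 51 without a filter, 22 with TPM as deposited, 87 with quantile normalization, 627 with the replicate block, 565 at an adjusted p under 0.1, 124 with a log2 fold change of at least 1, and 35 to 791 without each library in turn. Called in both with the same sign (0 here), there were 1 with the robust setting, 4 in one fit of 12 libraries and 3 at an adjusted p under 0.1.

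With pooled controls the correlation of the responses was -0.504 instead of 0.0818 (0.0226 to 0.142 without each library in turn, and 0.1897 without a filter), and in sihnRNPL the log2 fold changes of ENSG00000268083, H2BC4, H2BC9 and GAA changed sign to 0.20, 0.0051, 1.12 and -0.13. Pooling brings in controls of the other experiment, and the cause was not tested.

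Of gene lists called in sicircCDYL (10 here), there were 0 with an estimated correlation, 0 by fry, 6 with TPM as deposited, 6 with the stricter filter and 8 to 15 without each library in turn. None of the 10 was higher, against 1 with quantile normalization, 2 with the replicate block, and 0 to 5 without each library in turn. Without sicircCDYL 3 and siCTL 4, camera called 4 lists that had not passed, each on the other side than before: integrated stress response, autophagy and replication histones, whose medians changed sign to -0.09201, -0.05902 and 0.20, and ribosomal proteins, with a median of 0.0651. In sihnRNPL (14 here) there were 0 with an estimated correlation, 0 by fry and 10 to 18 without each library in turn, and the higher ones (7 here) were 3 with the stricter filter and 5 to 10 without each library in turn.

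CDYL in sicircCDYL was -0.95 to -0.57 and HNRNPL in sihnRNPL -2.36 to -2.11 without each library in turn. The 7-mer seed shift of the antisense strand of sicircCDYL was -0.0199 in its own comparison, at the 0.621 percentile of all 7-mers. It was -0.0135 with 6-mers (1.27 percentile) and -0.0204 with 8-mers (3.32 percentile), both outside the lowest 1%. Among the 281 genes lower at an unadjusted p under 0.05, the odds ratio of site carriage was 2.91 with 6-mers, 2.21 with 7-mers and 1.94 with 8-mers. These odds ratios are not matched for 3' UTR length. Of 1741 comparisons of named genes in sicircCDYL, 1677 stayed on their side of the threshold, 45 were weaker and 19 stronger, and of 2124 in sihnRNPL, 1534, 560 and 26. For gene lists the numbers were 189, 37 and 8 of 238, and 165, 31 and 5 of 201. In sihnRNPL the replicate block also raised the number of lower members from 2 to 8 in the hnRNP family, from 3 to 7 in DNA repair and from 1 to 5 in ribosomal proteins, and of higher members from 1 to 6 among NRF2 targets.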

Differences from the paper's values

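The paper calls 32 genes in sicircCDYL at the same threshold, against 5 here. Of the alternatives set before the data were examined, the fit of all 12 libraries with a shared spread (28) falls within 1.5 times the paper's count, and the others do not. Of the 30 genes of the paper that could be found, it calls 19 with the same sign, against 3 here, and an adjusted p under 0.1 calls 11.

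The paper gives 4 genes upregulated and 28 downregulated in sicircCDYL, against 0 and 5 here. For the upregulated genes, empirical Bayes without trend (3) and the fit of all 12 libraries (5) fall within 1.5 times the paper's value, and for the downregulated genes the fit of all 12 libraries (23) does. The other alternatives do not.

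The paper calls 2572 genes in sihnRNPL, against 982 here. The fit of all 12 libraries (1793) and an adjusted p under 0.1 (2029) fall within 1.5 times the paper's count, and the others do not. The paper's tests ran on counts with DESeq2, and those here on TPM with limma.

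The paper finds 9 genes in both lists, 1 coherently higher and 7 coherently lower, against 0, 0 and 0 here. For the 9, the fit of all 12 libraries (6) falls within 1.5 times, and the others do not. For the 1 and the 7 none of the alternatives does, with 4 lower genes in the fit of all 12 libraries, 3 at an adjusted p under 0.1 and 1 with the robust setting.

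The paper calls TMEM65 higher in both silencings. Here its log2 fold change in sicircCDYL was 0.46 (adjusted p = 1 from limma), and in sihnRNPL it was under the filter, with a mean of 0.43 TPM in siCTL and 0.74 TPM in sihnRNPL.

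The paper counts CDYL-208 among the transcripts that share the circularizing exon and CDYL-209 among those that do not. In GENCODE v44, CDYL-208 and CDYL-209 each hold part of it.

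For the correlation of the 2 responses, the paper's value is about 0.19 in Fig. 3F, read by eye. Its legend names the DE genes in common, while the panel plots more points than those 9 genes, so its gene set is not certain. The value here is 0.0818, over 27 of the 30 genes found of those the paper calls in sicircCDYL. Without a filter it is 0.1897, over 29 of them, which reaches the paper's value, so the 2 values are not shown to differ.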

Other observations

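The tests of 6-mer seed sites, of 7-mer seed sites in the genes called lower in either silencing and of other splits for the sicircCDYL genes were chosen after the result was seen, and so were the fits without 2 libraries and with a covariate, while the other tests in this part were set before.

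Single genes that the paper does not discuss were also called in sihnRNPL. TGFB2, a growth factor, rose by a log2 fold change of 1.43 (SE 0.28, adjusted p = 0.0280 from limma) and COL5A1, a fibrillar collagen, by 0.94. In the list of mesenchymal genes 3 of 6 tested rose (5 when adjusted over the list alone, median 0.82, camera adjusted p = 0.00136, adjusted p = 0.593 with an estimated correlation). In the list of YAP targets 4 of 10 rose (6 when adjusted over the list alone, median 0.73, camera adjusted p = 0.00369, adjusted p = 0.593 with an estimated correlation). RELB, a subunit of NF-kB, rose by 1.70, and NFKBIA, its inhibitor, by 1.27. In their list 3 of 8 tested rose (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0237, adjusted p = 0.625 with an estimated correlation), and it did not pass without siCTL 1 (adjusted p = 0.0540 from camera) or sihnRNPL 3 (adjusted p = 0.0626). FANCD2 and LIG1, which repair DNA, fell by 1.05 and 0.84, in a list with 3 of 33 lower (3 when adjusted over the list alone, camera adjusted p = 4.03e-04, adjusted p = 0.593 with an estimated correlation). The list holds PARP1 and DCLRE1A, which the study picked from the circCDYL experiment, and DCLRE1A from the hnRNPL experiment as well. In the lists of mesenchymal genes, YAP targets, NF-kB and DNA repair, 6, 7, 6 and 14 members were called without sihnRNPL 1, and 1, 0, 0 and 0 without any other library. The U1 snRNA variants RNVU1-30, RNVU1-2 and RNVU1-21 fell by 1.78, 1.75 and 1.67 on the log2 scale.

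The controls of the 2 experiments had unlike levels of interferon genes and of ESR1. Of 47 interferon list members, 33 were higher in every control of the hnRNPL experiment than in every control of the circCDYL experiment and 5 were lower, with a median of member means of 8.45 against 1.22 TPM, and over 12636 genes the share higher was 3.71%. ISG15 had 550.3 against 6.40 TPM, IFI27 552.6 against 0.273 TPM, and ESR1 14.4 against 85.1 TPM. For the lower side, where ESR1 lies, no share over all genes was computed. Fewer genes had a TPM above 1 in the hnRNPL controls, 8892 to 9581 against 13177 to 14777 in the circCDYL controls. ESR1 is therefore not shown to stand out from other genes. The cause of these differences was not tested.

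In sicircCDYL 5 genes were called lower, and 340 were lower at an unadjusted p under 0.05 from limma. On either side 532 of 14251 genes reached that p, fewer than chance gives at that threshold, so the 340 are not shown to be changed genes. A candidate explanation for lower genes is that the siRNA acts on them through its seed. The planned test on the genes the paper lists as lower was dropped, since that list is incomplete here, and the 7-mer test of the 3 called genes with a 3' UTR was not decisive (smaller adjusted p = 0.196, Fisher's exact test). Of 281 genes with a 3' UTR that were lower at an unadjusted p under 0.05, 203 carry a 6-mer site of the strand antisense to the junction (72.2%, against 55.8% of genes of like 3' UTR length, p = 0.0001, the smallest that 10000 draws can give in a one-sided permutation test, rank 5 among all 6-mers), but the higher genes show no such excess (64 of 132, 48.5% against 54.2%, p = 0.954 in the same test), and the shift of genes with the site lay at the 0.562 percentile of all 6-mers, adjusted for length. These values are consistent with a seed effect, which remains a hypothesis: 24 such combinations were computed, siCTL also showed a smaller excess (50.5% against 45.6%, rank 744), as did the antisense strand of sihnRNPL in its own lower genes (31.7% against 27.5%, rank 473). Over the 26 tested genes the paper lists as lower, the median log2 fold change was -0.82 here. It was -0.78 with TPM as deposited and -0.81 with quantile normalization. These values argue against a difference in scaling for those 26 genes, which the study chose on these samples. Under these 2 scalings 2 and 1 genes were called, all lower, and for the other lower genes scaling stays open. Loss of circCDYL stays open too, as it was not tested apart.

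siCTL 4 and sicircCDYL 3 have the most genes above 0. RNA of leukocytes or fibroblasts may add to them, since the larger ratio of marker sums was 3.18 for leukocytes, but it was 1.90 for fibroblasts, and which it is cannot be told apart with 2 libraries. The most abundant leukocyte marker was LYZ at 4.81 TPM in sicircCDYL 3, while genes of neither list, named after their values were seen, moved more: in siCTL 4 and sicircCDYL 3, PCSK5 had 39.92 and 64.99 TPM, SCGB3A2 19.53 and 24.58 TPM and GABRP 12.07 and 15.67 TPM, against at most 11.07, 5.34 and 3.11 TPM in the other 4, so RNA of another source stays open. Without both libraries 1 gene was called in sicircCDYL.

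For genes called in sicircCDYL, 10 splits are too few for a share under 0.05: the real split called 5 and the highest other 11, and 3 of the 10 splits, the real one included, called at least 5. For gene lists the real split called 10 (0 with an estimated correlation) and the highest other 17, and 3 of the 10 splits, the real one included, called at least 10. For genes called in both silencings, 100 of 100 drawn splits reached the real count of 0, which decides nothing.

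Whether the seed of the sihnRNPL siRNA adds to the genes lower in sihnRNPL stays open. Over all tested genes the shift of the lower of its 2 strands lay at the 27.3 percentile of all 7-mers, but such a shift dilutes the called genes. Of 357 called lower genes, 54 carry the 7-mer of the antisense strand (15.1% against 11.5% of the others, p = 0.0429, two-sided Fisher's exact test, not adjusted for the 2 strands) and 115 carry its 6-mer (32.2% against 26.9%, p = 0.0285), while 19 carry the 8-mer (5.32% against 4.84%, p = 0.617) and 37 the 7-mer of the other strand (10.4% against 8.52%, p = 0.246). An excess of like size arose for a 6-mer of siCTL, which is not expected to lower genes in sihnRNPL: its other strand is in 552 of 1336 genes lower at an unadjusted p under 0.05 (41.3% against 37.6% of genes of like 3' UTR length, p = 0.0004 in a one-sided permutation test).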
